# Loss of circSRY reduces γH2AX level in germ cells and impairs mouse spermatogenesis

**DOI:** 10.26508/lsa.202201617

**Published:** 2022-11-22

**Authors:** Yanze Song, Min Chen, Yingfan Zhang, Jiayi Li, Bowen Liu, Na Li, Min Chen, Miaomiao Qiao, Nan Wang, Yuanwei Cao, Shan Lu, Jian Chen, Wen Sun, Fei Gao, Haoyi Wang

## Abstract

*Sry* on the Y chromosome is the master switch of sex determination in mammals. It has been well established that *Sry* encodes a transcription factor that is transiently expressed in somatic cells of the male gonad, leading to the formation of testes. In the testis of adult mice, *Sry* is expressed as a circular RNA (circRNA) transcript. However, the physiological function of *Sry* circRNA (circSRY) remains unknown since its discovery in 1993. Here we show that circSRY is mainly expressed in the spermatocytes, but not in mature sperm or somatic cells of the testis. Loss of circSRY led to germ cell apoptosis and the reduction of sperm count in the epididymis. The level of γH2AX was decreased, and failure of XY body formation was noted in circSRY KO germ cells. Further study demonstrated that circSRY directly bound to miR-138-5p in spermatocytes, and in vitro assay suggested that circSRY regulates H2AX mRNA through sponging miR-138-5p. Our study demonstrates that, besides determining sex, *Sry* also plays an important role in spermatogenesis as a circRNA.

## Abstract (precis)

The study proved that the loss of Sry circular RNA in testis causes impaired spermatogenesis, and this damage may be related to the decline in the γH2AX level during the meiosis I stage.

## Introduction

Long non-coding RNAs are relatively abundant in the mammalian transcriptome (Kapranov et al, 2007) and play important roles in development and reproduction (Taylor et al, 2015). Circular RNA (circRNA) is a unique type of non-coding RNA generated through back-splicing to form a covalently linked loop (Memczak et al, 2013; Qu et al, 2015). Since the first circRNA was discovered in the 1970s (Sanger et al, 1976), very few circRNAs have been identified in the following years. In the last decade, however, the development of RNA sequencing technologies and bioinformatics has greatly facilitated the discovery of circRNAs (Salzman et al, 2012). Many circRNAs were found in various cell types, regulating various biological processes, such as transcription, alternative splicing, chromatin looping, and post-transcriptional regulation (Hentze & Preiss, 2013; Li et al, 2015; Panda et al, 2016; Conn et al, 2017; Guarnerio et al, 2019; Liu et al, 2020). One of the functional mechanisms of circRNA is that they act as competing endogenous RNAs to sponge miRNAs (Poliseno et al, 2010; Salmena et al, 2011; Hansen et al, 2013; Memczak et al, 2013).

*Sry* is best known as the sex determination gene on the Y chromosome. In mice, *Sry* is expressed as a transcription factor from 10.5 to 12.5 dpc in the genital ridge somatic cells, initiating testis development (Koopman et al, 1990). The introduction of *Sry* locus into the female mouse embryo switches the sex to male, whereas the targeted mutation in male embryos leads to complete male-to-female sex reversal (Koopman et al, 1991; Kato et al, 2013; Wang et al, 2013). Moreover, mutation of *SRY* causes disorders of sex development in humans (Hawkins, 1993). Recently, a cryptic second exon of mouse *Sry* hidden in the palindromic sequence was identified, and this two-exon *Sry* transcript plays a primary role in sex determination (Miyawaki et al, 2020). Curiously, *Sry* is also expressed in adult mouse testis as a circRNA (circSRY) (Capel et al, 1993; Dubin et al, 1995; Hacker et al, 1995). A linear transcript containing long inverted repeats is transcribed from a distal promoter, followed by a back-splicing event that covalently links an acceptor splice site at the 5′ end to a donor site at a downstream 3′ end (Memczak et al, 2013). Although the presence of circSRY in the testis has long been discovered, the significance of circSRY remains elusive.

In this study, we generated mouse models that did not express circSRY, without interfering with male sex determination. We found that circSRY played an important role in spermatogenesis and further dissected the underlying mechanism. Our findings highlight a unique synergy between Sry’s male sex determination role in developing embryo as a protein and its regulatory role in male germ cells as a circRNA.

## Results

### Characterization of circSRY in mouse testis

To identify *Sry* transcripts in adult mouse testis, divergent primers and convergent primers were designed to amplify circSRY or *Sry* linear transcripts, respectively (Fig 1A). Upon RNase R treatment, circSRY was still detectable by RT–PCR, whereas linear RNA was not (Fig 1B). The expression of circSRY was abundant when random hexamer primers were used for reverse transcription, whereas it was barely detectable using oligo (dt)_18_ primers. In comparison, the expression of *Sry* linear RNA was low using either random hexamer primers or oligo (dt)_18_ primers (Fig 1C). The presence of the head-to-tail splicing site of circSRY was verified by Sanger sequencing (Fig S1A). Furthermore, by separating the cytoplasm and nucleus fractions, we found that circSRY was mainly localized in the cytoplasm (Fig S1B). All these results confirmed previous report that *Sry* transcripts in adult mouse testis are non-polyadenylated circRNAs mainly localized in the cytoplasm (Capel et al, 1993)

**Figure 1.**
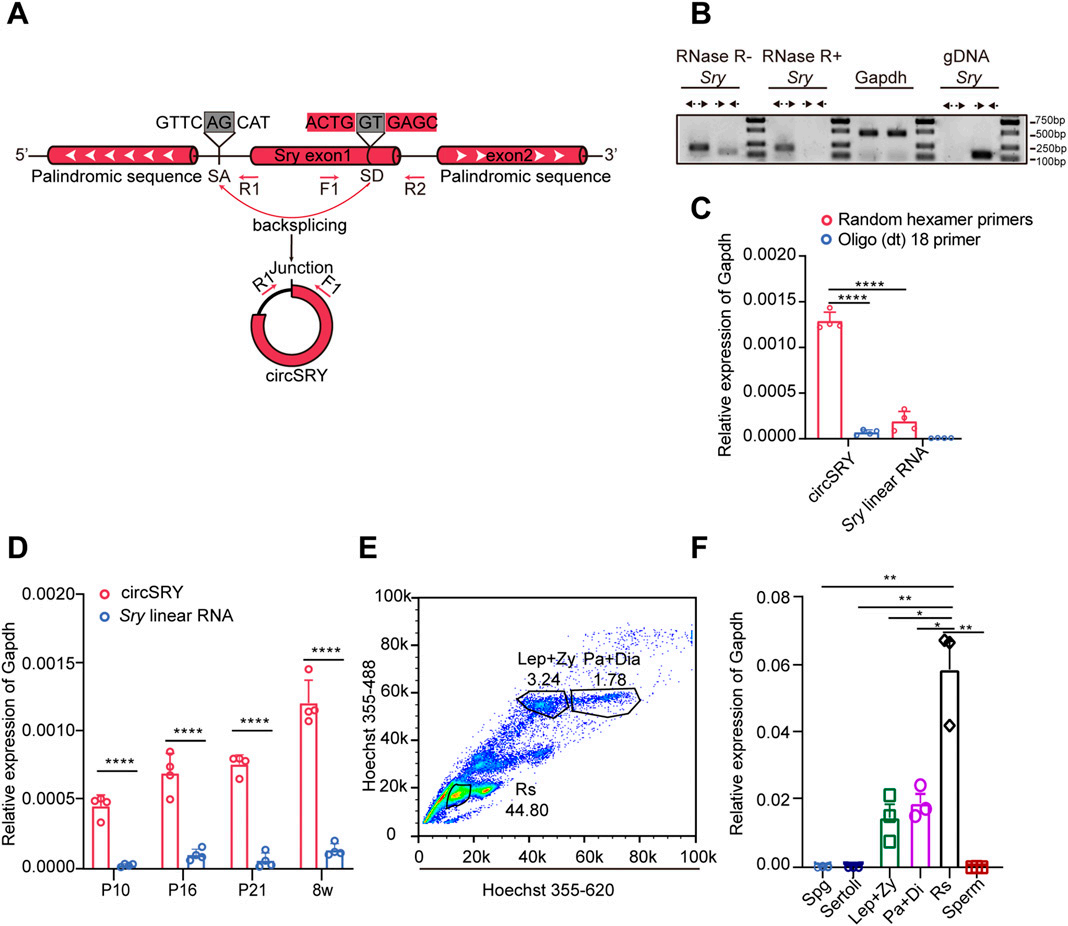
Identification of circSRY. **(A)** Scheme illustrating the generation of circSRY. CircSRY is formed by an incomplete single exon Sry gene through the back-splicing mechanism. Convergent or divergent primers detect circRNA (F1 and R1) or linear RNA (F1 and R2) of Sry. The gray boxes indicate the head-to-tail splicing sequences. **(B)** Production of divergent primers was resistant to RNase R treatment. CircSRY was not amplified using genomic DNA as the template (n = 3 biologically independent experiments). **(C)** Random hexamer primer or Oligo (dt)18 primers were used to analyze the expression of circSRY in 8-wk-old control mice (****P < 0.0001; unpaired *t* test; n = 4 biologically independent experiments). **(D)** Relative expression of circSRY or linear RNA in testis from 10 d postnatal to adulthood (****P < 0.0001; two-way ANOVA test; n = 4 biologically independent experiments). **(E)** Fluorescence cytometry separated different subtypes of germ cells in adult testis. **(F)** Relative expression of circSRY in six cell groups of (Spg: spermatogonium; Lep + Zy: leptotene stage and zygotene stage; Pa + Di: pachytene stage and diplotene stage; Rs: round spermatids; sperm: mature sperm from epididymis; Sertoli: Sertoli cells; n = 3 biologically independent experiments). The relative expression of circSRY in Spg, Sertoli, and sperm cells was less than 0.0001 (**P < 0.0001,*P < 0.001, unpaired *t* test; n = 3 biologically independent experiments). Gapdh was used as reference gene. Data information: data are presented as mean ± SEM. Source data are available for this figure.

**Figure S1.**
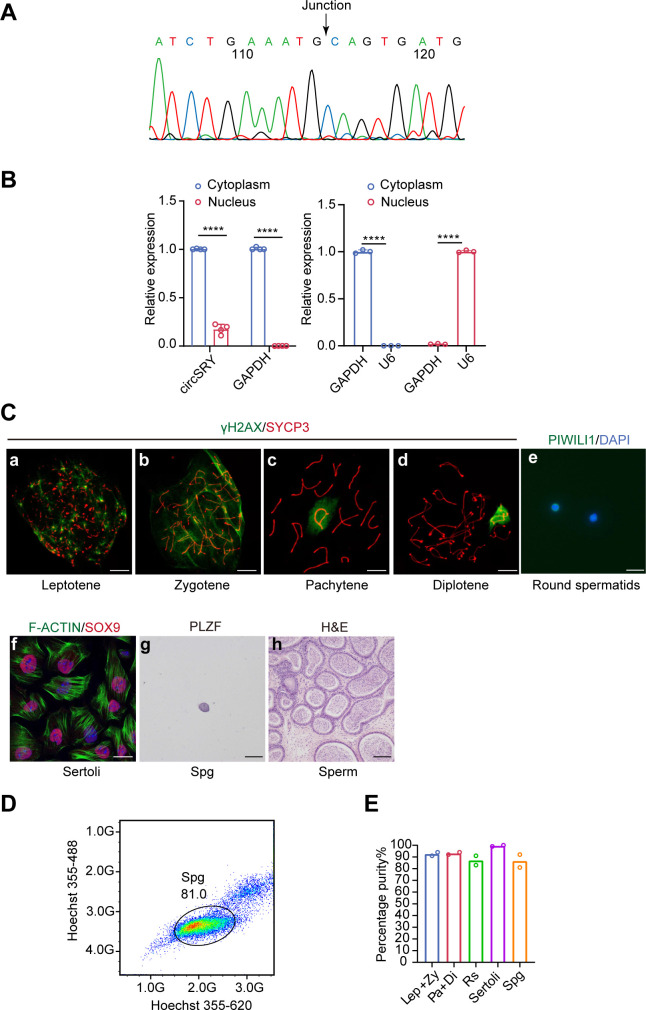
Characterization of circSRY in mouse testis. **(A)** Splicing junction was confirmed by Sanger sequencing. The arrow indicated the head-to-tail splicing site of circSRY. **(B)** Quantitative RT–PCR results of cytoplasm–nucleus distribution of circSRY from 8-wk-old mice testes (left) (****P < 0.0001; unpaired *t* test; n = 4 mice for each group); Gapdh was used as reference gene and internal control of cytoplasm RNA (right). U6 was used as internal control of nucleus RNA (right). **(C)** Representative images of flow-sorted cells with immunofluorescence staining of SYCP3 (red) and γH2AX (green) from adult mice testis (a–d), immunofluorescence staining of PIWILI1 (e) from adult mice testis and F-ACTIN (green) and SOX9 (red) from P20 testis (f), and immunohistochemistry staining of PLZF (g) from P6 testis, (h) sperm from 8-wk-old mice epididymis. Scale bars: a–d: 10 µm; e: 25 µm; f: 20 µm; g: 25 µm; h: 100 µm. **(D)** Fluorescence cytometry separated spermatogonia from P6 testis of control mice. **(E)** Percentage of cell purity from each cell population (200 cells were counted for each group). The percentage of cell purity of sperm was not demonstrated (n = 2 technical replicates for each group). Data information: data are presented as mean ± SEM.

Next, we measured the level of *Sry* transcription from day P10 to adulthood. The amount of circSRY increased over time, whereas linear RNA was barely detectable (Fig 1D). Using flow cytometry, we separated different types of cells in the testis of 8-wk-old mice: leptotene and zygotene spermatocytes (Lep + Zy), pachytene and diplotene (Pa + Di) spermatocytes, and round spermatids (Rs) (Figs 1E and S1C, a–e). Sertoli cells were obtained from P20 testis, spermatogonia (Spg) were obtained from P6 testis through flow cytometry (Fig S1C, f and g and D), and high purity of each cell type was confirmed based on specific markers (Fig S1E). Sperms were obtained from adult mouse epididymis (Fig S1C, h). CircSRY was detected in meiotic and post-meiotic germ cells, expressed at the highest level in Rs. There was no circSRY detected in Spg, sperm, or Sertoli cells (Fig 1F).

### Generation of circSRY KO mouse

To determine whether *Sry* is involved in spermatogenesis, we generated circSRY KO mouse via CRISPR-Cas9 (Fig 2A). We designed a single-guide RNA (sgRNA) targeting the splice acceptor site (SA) upstream of *Sry* coding region. Deletion of the 11 bp region harboring splice acceptor site led to complete loss of circSRY (Fig 2B and C). We euthanized circSRY KO embryos from E11.5 to E14.5 to assess the sex determination and gonad development. No significant morphological difference was detected in control and circSRY KO embryo gonads (Fig S2A). The expression of *Sry* transcripts was similar between circSRY and control embryos at E11.5 (Fig S2B) and the circSRY KO embryo gonads at E12.5 and E14.5 developed normally (Fig S2C). We also checked 8-wk-old circSRY KO (XY) mice and found no gross abnormalities of external genitalia (Fig S2D), and they were fertile. In F0 and F1 generations, all the male mice carried Y chromosomes and all the females did not (Fig S2E), indicating that deletion of the 11 bp upstream region of *Sry* did not interfere with sex determination. Female offsprings were normal, and no developmental defects were observed (Fig S2D).

**Figure 2.**
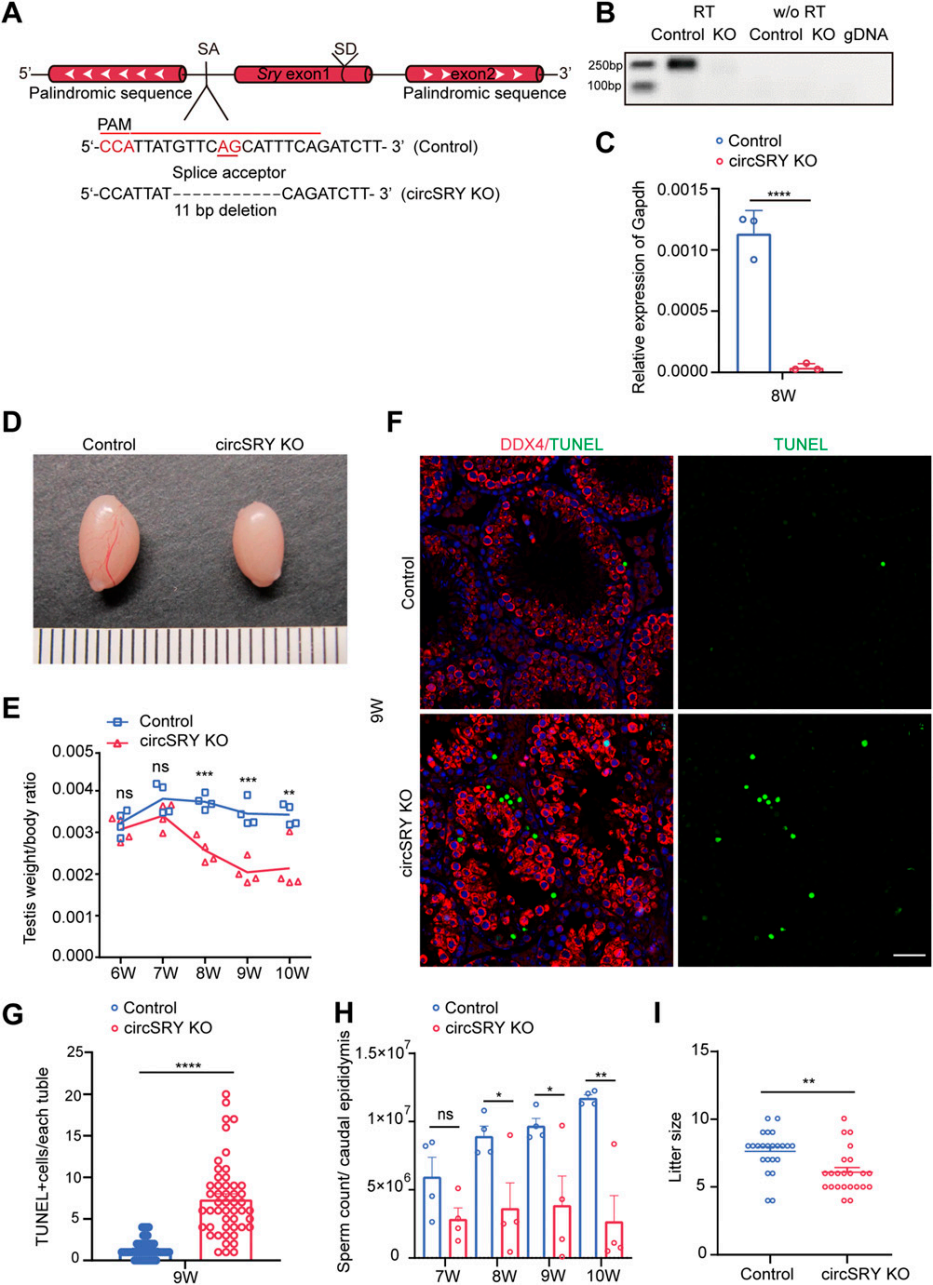
Loss of circSRY affected fertility of male mice. **(A)** Design of deleting circSRY using CRISPR-Cas9; a specific sgRNA was designed to target splicing acceptor site of circSRY. **(B)** RT–PCR results of circSRY from 8-wk-old control or circSRY KO testis (n = 3 biologically independent experiments). **(C)** Expression quantification of circSRY within control or circSRY KO mice testes (****P < 0.0001; unpaired *t* test; n = 3 biologically independent experiments). Gapdh was used as reference gene. **(D)** Representative image of circSRY KO and control (WT) testis of 8-wk-old mice. **(E)** Testis/body ratio of circSRY KO and control mice from 6 to 10 wk of age. *P*-values are presented above the relevant bars (***P < 0.001, **P < 0.01, ns, not significant; unpaired *t* test; n = 4 biologically independent experiments). **(F)** Germ cells were performed with TUNEL assay (green) and labeled with the antibody against DDX4 (red) in the 9-wk-old circSRY KO and mouse testes. (****P < 0.0001; unpaired *t* test). Scale bar indicates 50 *µ*m. **(G)** Number of TUNEL-positive cells within seminiferous tubules in circSRY KO and control 9-wk-old mouse testes (****P < 0.0001, unpaired *t* test; n = 3 biologically independent experiments). **(H)** Sperm count of circSRY KO mice and control mice from 7 to 10 wk of age (*P < 0.05, **P < 0.01, ns, not significant; unpaired *t* test; n = 4 biologically independent experiments). **(I)** Litter size of circSRY KO compared with control mice. Random 8-wk-old males of control and circSRY KO were chosen to breed with 6-wk-old females of C57BL/6 for 4 mo (**P < 0.01, unpaired *t* test; four control or circSRY KO male mice were used for this experiment, each individual point represented one count of litter size). Data information: data are presented as mean ± SEM. Source data are available for this figure.

**Figure S2.**
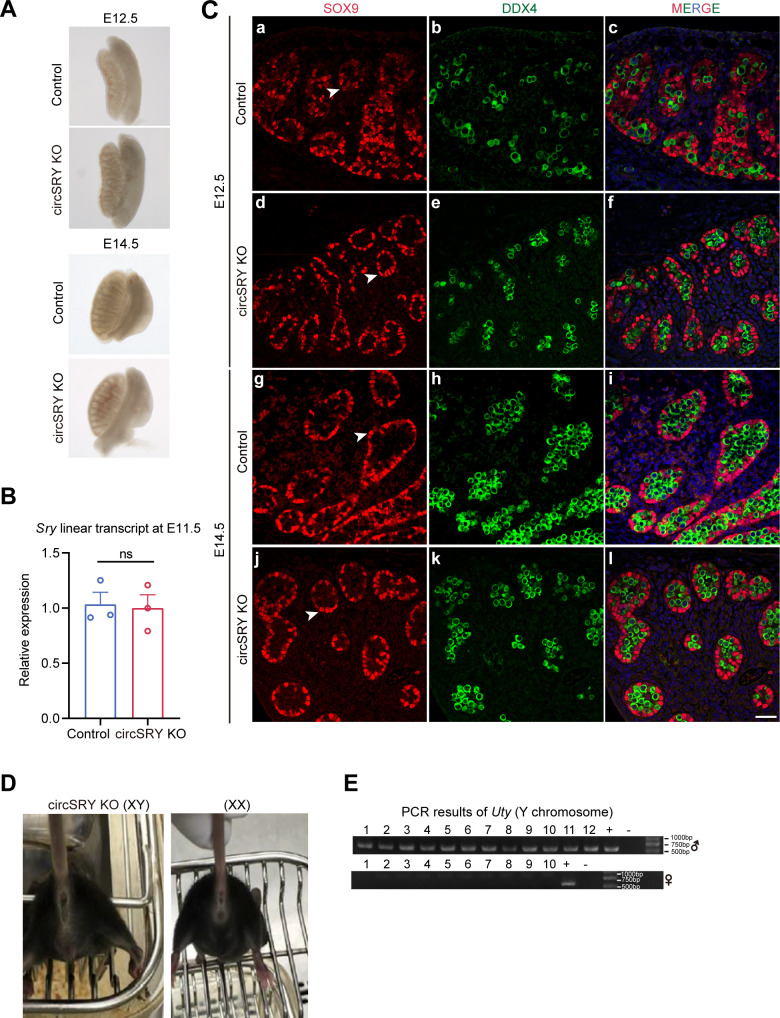
Loss of circSRY did not abolish sex determination. **(A)** Gonad morphology analysis in control and circSRY KO mice at E12.5 and E14.5. **(B)** Quantification of *Sry* linear transcripts in control and circSRY KO gonads at E11.5 (ns, not significant; unpaired *t* test; n = 3 biologically independent experiments). Data are presented as mean ± SEM. **(C)** SOX9/DDX4 co-staining with control and circSRY KO embryos at E12.5 (a–f) and E14.5 (g–l). Germ cells were labeled with DDX4 (green). DAPI (blue) was used to stain the nuclei. The arrowheads point to SOX9-positive Sertoli cells (red). Scale bar indicates 50 *µ*m. **(D)** F1 offspring of circSRY KO developed as male, and offspring XX mice exhibited normal female external genitalia and mammary glands. **(E)** PCR results of gender identification of F1 offspring. The Y chromosomal gene *Uty* was detected by PCR. Data information: data are presented as mean ± SEM.

### The fertility of circSRY KO male mice was impaired

To determine the function of circSRY, we assessed the fertility of circSRY KO male mice. The circSRY KO male mice were fertile, but the size of their testes was smaller than that of control (WT C57BL/6) mice at 8 wk (Fig 2D). The testis to body weight ratio of circSRY KO mice was comparable to that of control mice at 6–7 wk, whereas it became significantly lower from 8–10 wk (Fig 2E). The development of germ cells was examined by DDX4 staining. As shown in Fig 2F, the histology of the seminiferous tubules was grossly normal. DDX4-positive germ cells were detected in the testes of both control and circSRY KO mice at 8 wk (Fig 2F). However, there were notably more TUNEL-positive cells in the seminiferous tubules of circSRY KO mice than that of control mice (Fig 2F and G). Furthermore, we found that the total number of sperm in the caudal epididymis of 8–10-wk-old circSRY KO mice was lower than that in control mice (Fig 2H). To evaluate whether this sperm reduction in circSRY KO mice will exacerbate with age, we examined 13-mo-old mice. Albeit the sperm count of circSRY KO mice was significantly lower than that of control group, it was still over two million (Fig S3), suggesting that Spgl stem cells were not severely affected in circSRY KO mice. To test fertility, we crossed 4 circSRY KO males with WT female mice and counted the litter size born within 4 mo. CircSRY KO mice produced a smaller litter size than age-matched control male mice (Fig 2I).

**Figure S3.**
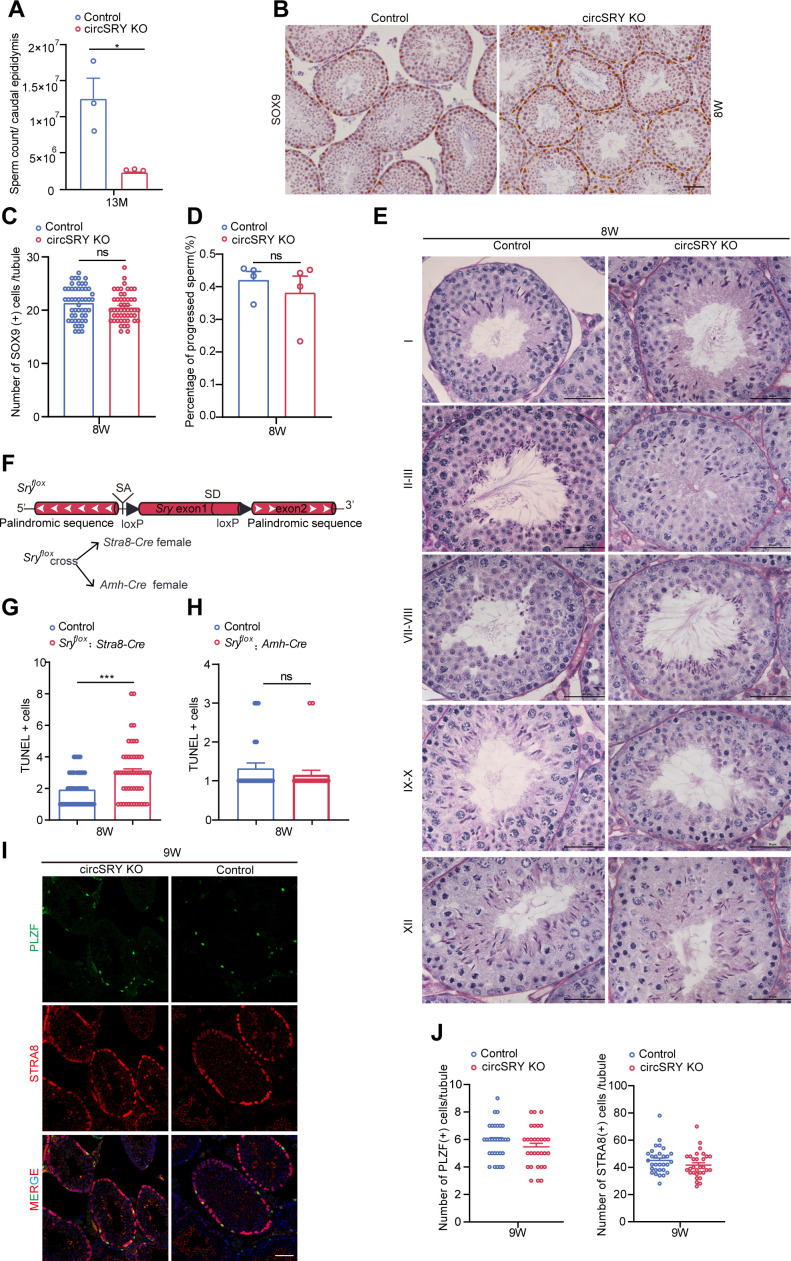
Loss of circSRY specifically reduced SYCP3-positive cells. **(A)** Sperm count from epididymis between circSRY KO and control 13-mo-old mice epididymis. (*P < 0.05, unpaired *t* test; n = 3 biologically independent experiments). **(B)** Representative images of immunofluorescence staining for SOX9 (brown) in 8-wk-old control and circSRY KO mice seminiferous tubules. Scale bar indicates 25 µm. **(C)** Quantification of SOX9-positive cells within seminiferous tubules from 8-wk-old control and circSRY KO mice (ns, not significant; unpaired *t* test; total 100 tubules from three biologically independent experiments were counted). **(D)** Quantification of progressed sperm obtained from epididymis between circSRY KO and control adult mice (ns, not significant; unpaired *t* test; n = 4 biologically independent experiments). Sperm were obtained from 8-wk-old circSRY KO or control mice epididymis. **(E)** Periodic acid–Schiff/hematoxylin staining of seminiferous tubules of 8-wk-old control or circSRY KO mice across different spermatogenesis stages in which spermatids transform into spermatozoa. Scale bars indicate 50 µm. **(F)** Schema of inserting loxP sequences into *Sry* locus. *Sry*^*flox*^ was mated with *Stra8-Cre* or *Amh-Cre* females to generate conditional knockout mice. **(G, H)** Quantification of apoptotic cells by TUNEL assay in *Sry*^*flox*^; *Stra8-Cre* or *Sry*^*flox*^; *Amh-Cre* adult mice seminiferous tubules. The total number of calculated tubules in *Sry*^*flox*^; *Stra8-Cre* reached 100 from three mice, and the total number of calculated tubules in *Sry*^*flox*^; *Amh-Cre* reached 50 from three biologically independent experiments (***P < 0.001; unpaired *t* test; ns, not significant). **(I)** Representative images of immunofluorescence staining of PLZF (green) and STRA8 (red) in 9-wk-old control and circSRY KO mice testes. Scale bar indicates 25 µm. **(J)** Quantification of PLZF-positive cells and STRA8-positive cells within control and circSRY KO 8-wk-old mice seminiferous tubules (ns, not significant, unpaired *t* test; total 60 tubules from three biologically independent experiments were counted for PLZF-positive cells or STRA8-positive cells). Data information: data are presented as mean ± SEM.

Notably, no difference in SOX9-positive Sertoli cells was detected between control and circSRY KO seminiferous tubules (Fig S3B and C), suggesting that Sertoli cells were not affected. In addition, there is no difference about the percentage of mobile sperm between the control and the circSRY KO mice (Fig S3D), indicating that the loss of circSRY did not affect sperm mobility. Furthermore, we assessed the process of spermiogenesis through periodic acid–Schiff/hematoxylin staining which revealed the maturation of spermatids into spermatozoa. The spermatids differentiated from circSRY KO seminiferous epithelium underwent morphological changes normally and eventually transformed into streamlined spermatozoa (Fig S3E), indicating that circSRY does not participate in the maturation of spermatids into spermatozoa.

To characterize the cell type–specific function of circSRY in spermatogenesis more rigorously, we generated a *Sry* conditional KO mouse model *Sry*^*flox*^ by inserting two loxP sites flanking *Sry* (Fig S3F). We specifically knocked out *Sry* in germ cells or Sertoli cells by crossing *Sry*^*flox*^ male mice with *Stra8-Cre* (Sadate-Ngatchou et al, 2008) or *Amh-Cre* (Lecureuil et al, 2002) transgenic mice, respectively (Fig S3F). Compared with control mice, the testis size and the testis to body weight ratio of *Sry*^*flox*^; *Stra8-Cre* male was smaller at 2 mo of age, and a lower number of sperm in the caudal epididymis were detected (Fig 3A and B). Accordingly, decreased DDX4-positive germ cells and an increased number of apoptotic germ cells were observed in *Sry^flox^*; *Stra8-Cre* mice (Figs 3C and D and S3G). These defects were similar to those observed in circSRY KO mice. By contrast, no defect of germ cell development was observed in *Sry*^*flox*^; *Amh-Cre* male mice (Figs 3E–H and S3H), indicating that circSRY is not required for Sertoli cells’ function in adult male testis. Taken together, these results showed that specific loss of circSRY in adult male germ cells led to impaired spermatogenesis.

**Figure 3.**
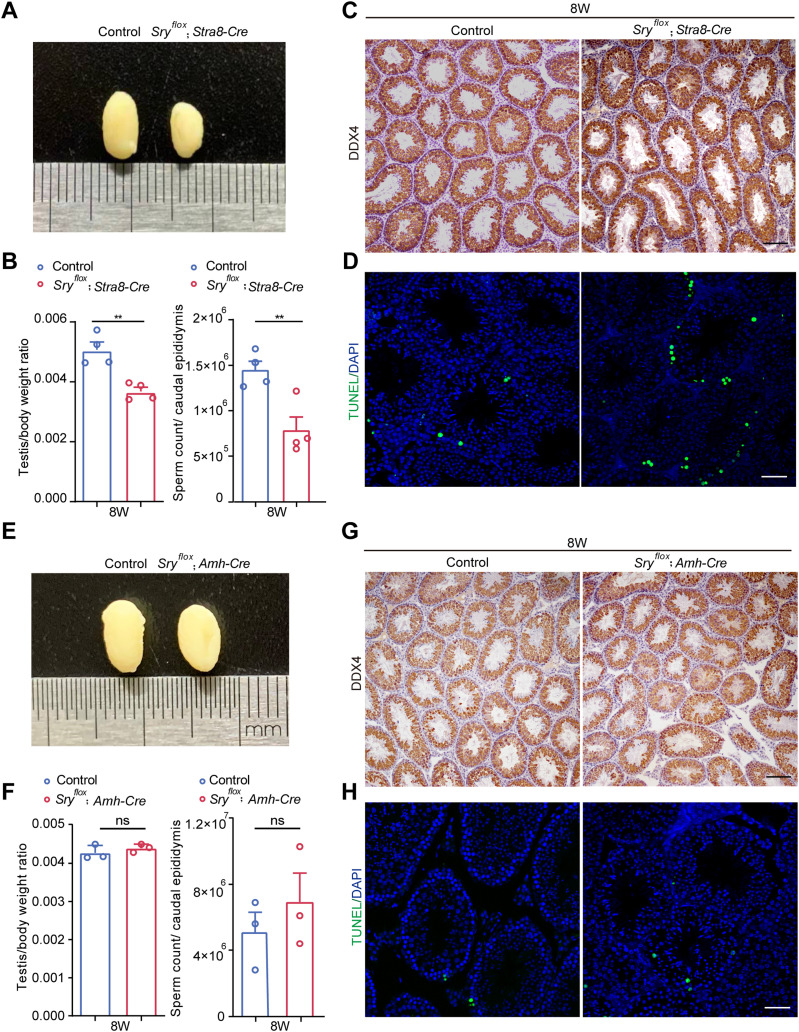
Conditional knockout of *Sry* resulted in germ cells loss. **(A)** Representative image of testis from 8-wk-old mice control (left) and *Sry*^*flox*^; *Stra8-Cre* mice (right) from the same litter. **(B)** Testis/body ratio and sperm count of 8-wk-old control mice compared with *Sry*^*flox*^; *Stra8-Cre* from the same litter. (**P < 0.01, unpaired *t* test; n = 4 biologically independent experiments). **(C)** Germ cells were labeled with the antibody against DDX4 (brown). Loss of epithelium within the seminiferous tubules was observed in 8-wk-old control mice compared with *Sry*^*flox*^; *Stra8-Cre* from the same litter. Scale bar indicates 100 µm. **(D)** TUNEL assay in *Sry*^*flox*^; *Stra8-Cre* and 8-wk-old control mice seminiferous tubules. Scale bar indicates 50 *µ*m. **(E)** Representative image of testis from 8-wk-old mice control (left) compared with *Sry*^*flox*^; *Amh-Cre* mice (right) from the same litter. **(F)** Testis/body ratio and sperm count of 8-wk-old control mice compared with *Sry*^*flox*^; *Amh-Cre* from the same litter (ns, not significant, unpaired *t* test; n = 3 biologically independent experiments). **(G)** Germ cells were labeled with the antibody against DDX4 (brown) in the 8-wk-old control mice compared with *Sry*^*flox*^; *Amh-Cre* from the same litter. Scale bar indicates 100 *µ*m. **(H)** TUNEL assay in *Sry*^*flox*^; *Amh-Cre* and 8-wk-old control mice seminiferous tubules. Scale bar indicates 50 *µ*m. Data information: data are presented as mean ± SEM. Source data are available for this figure.

### Loss of circSRY causes reduction of primary spermatocytes during spermatogenesis

To further characterize the defects of spermatogenesis in circSRY KO mice, we examined the expression of meiosis-associated genes by immunofluorescence (IF). PLZF-positive and STRA8-positive germ cells were localized at the periphery of seminiferous tubules, and no difference was detected either for PLZF-positive or STRA8-positive germ cells between control and circSRY KO testes (Fig S3I and J). Notably, the ratio of SYCP3-positive cells versus SOX9-positive cells was reduced within the circSRY KO mice seminiferous tubules (Fig 4A and B). These defects were independent of Sertoli cells, given that the number of SOX9-positive cells was not decreased in circSRY KO mice testes (Fig S3B and C). To assess the progression of spermatogenesis, flow cytometry was used to analyze the proportion of 4N cells in 2-mo-old testes. The proportion of 4N cells was reduced in circSRY KO mice (Fig 4C). In addition, TUNEL and SYCP3 double-positive germ cells were observed in the circSRY KO seminiferous tubules, but not in control mice (Fig 4D). We also assessed primary spermatocytes in the seminiferous tubules of *Sry*^*flox*^; *Stra8-Cre* and *Sry*^*flox*^; *Amh-Cre* male mice by SOX9 and SYCP3 double staining. The ratio of SYCP3-positive cells to SOX9-positive cells declined in *Sry*^*flox*^; *Stra8-Cre* male mice, whereas the number of SOX9-positive cells remained the same with control tubules (Fig 4E–G). Neither the ratio of SYCP3-positive cells to SOX9-positive cells nor the number of SOX9-positive cells was different between *Sry*^*flox*^; *Amh-Cre* and control tubules (Fig 4E–G). Taken together, these results indicate that lack of circSRY in germ cells leads to the reduction of spermatocytes.

**Figure 4.**
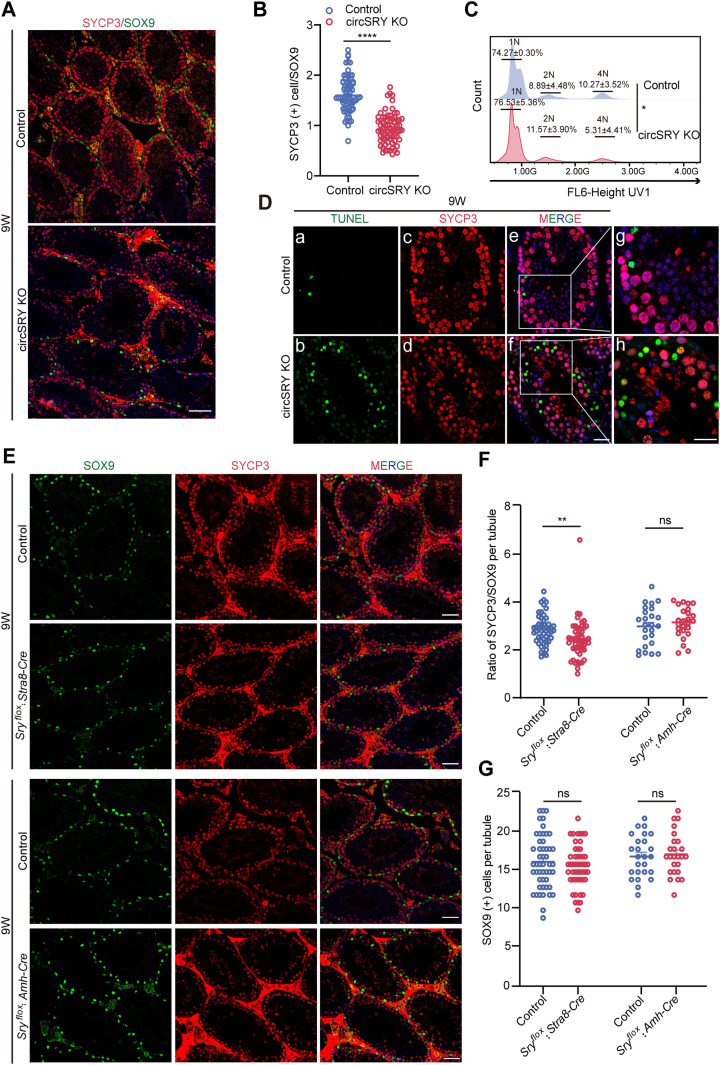
Loss of circSRY led to the decreased number of primary spermatocytes. **(A)** Immunofluorescence staining of SYCP3 (red) and SOX9 (green) in seminiferous tubules of 9-wk-old control and circSRY KO mice. Scale bar indicates 50 *µ*m. **(B)** Quantification of SYCP3-positive cells versus SOX9-positive cells in seminiferous tubules from 9-wk-old circSRY KO compared with control mice (****P < 0.0001; unpaired *t* test, total 140 tubules from four biologically independent experiments were counted in this experiment). **(C)** Flow cytometry analysis of the proportion of 4N cells, 1N cells, and 2N cells in 9 wk mice testes between control and circSRY KO mice (*P < 0.05; unpaired *t* test; n = 3 biologically independent experiments). **(D)** (a–h) Representative image of immunofluorescence co-staining of TUNEL signal (green) and SYCP3 (red) in 9-wk-old control and circSRY KO mice testes (a–f, scale bar indicates 20 *µ*m; g, h, scale bar indicates 10 *µ*m). **(E)** Immunofluorescence staining of SYCP3 (red) and SOX9 (green) in seminiferous tubules of *Sry*^*flox*^; *Amh-Cre* or *Sry*^*flox*^; *Stra8-Cre* and 9-wk-old control mice. Scale bars indicate 50 *µ*m. **(F)** The ratio of SYCP3-positive cells to SOX9-positive cells within seminiferous tubules from conditional KO mice compared with control mice (**P < 0.01; unpaired *t* test; for *Sry*^*flox*^; *Amh-Cre*, the total number of tubules reached 25 from three biologically independent experiments; for *Sry*^*flox*^; *Stra8-Cre*, the total number of tubules reached 50 from three biologically independent experiments). **(G)** The number of SOX9-positive cells within seminiferous tubules from conditional KO mice compared with control mice (ns, not significant; unpaired *t* test; for or *Sry*^*flox*^; *Amh-Cre*, the total number of tubules reached 25 from three biologically independent experiments; for *Sry*^*flox*^; *Stra8-Cre*, the total number of tubules reached 50 from three biologically independent experiments). Data information: data are presented as mean ± SEM. Source data are available for this figure.

### Loss of circSRY leads to reduced H2AX mRNA level and increased frequency of X–Y synapsis defect

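Primary spermatocytes were sorted from testis cells of 8-wk-old C57BL/6 mice by flow cytometry after Hoechst staining, which separates germ cells by their DNA content, and their mRNA was sequenced on an Illumina HiSeq instrument. In the circSRY KO mouse the splice acceptor site upstream of the Sry coding region is deleted, so that the circular RNA is not formed. Each group had 2 mice, and the libraries are control replicates 2 and 3 and circSRY KO replicates 1 and 2. The libraries were made with the Illumina TruSeq RNA Sample Prep Kit, which selects polyadenylated RNA and does not mark the strand. The authors aligned the reads to GRCm39 with STAR 2.7.0f and counted them per gene with RSEM 1.3.2, which gives expected counts, TPM and FPKM. The submitters' processing notes list mm9 beside GRCm39. The expected counts summed to 8045148 and 8422943 in control replicates 2 and 3, and to 8839461 and 8191397 in circSRY KO replicates 1 and 2. At this depth a count of 0 allows up to 3 counts, or 0.339 to 0.373 CPM depending on the library, for counting error only. Sry had an expected count of 0 in all 4 libraries. This count does not check the genotype, since the circular RNA has no poly(A) tail. Both pairs of replicates differed by more than sampling noise, with a chi-square per gene of 12.6 in control and 39.9 in circSRY KO, so each library was counted as 1 sample. The expected counts were rounded to whole numbers, normalized by TMM and tested with edgeR's quasi-likelihood test over the 17766 genes of 53700 that its count filter kept. P-values were adjusted by Benjamini-Hochberg over these genes. A gene was called higher or lower in circSRY KO at the thresholds of the paper, an FDR under 0.05 and a log2 fold change of at least 1 in size. In counts simulated at these library sizes, 70 of 99 genes with a log2 fold change of 2 and 7 of 99 genes with a log2 fold change of 1 were recovered. Only 200 genes were changed there, against 6222 called in the data, which makes the adjustment stricter in the simulation. Genes set at 1 also had to be estimated at 1 or more in size. These shares therefore do not give the power of the real comparison. With 2 libraries against 2, an exact two-sided test of 1 value cannot give a p below 0.33, so all calls rest on the spread that edgeR estimates across genes. The gene lists used below were written before the deposited data were examined. The fold changes that the paper prints for H2ax, Mdc1, Atr, Topbp1, Rbbp7, Cul4b and Eif2s3y had been seen by then. Lists that hold these genes are therefore not independent of the paper's result. Gene positions are those of GENCODE M39 on GRCm39.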

To elucidate the underlying mechanism of circSRY in regulating spermatogenesis, we collected primary spermatocytes from 8-wk-old control and circSRY KO mice and performed RNA-seq analysis (Fig S4A and B). Gene Ontology (GO) analysis showed DNA repair and meiotic cell cycle were highly enriched terms (GO: 0006281, GO: 0051321, Fig S4C), which was consistent with meiosis-related cell apoptosis observed in circSRY KO mice (Fig 4A–G). 

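Of 45 genes of meiotic recombination and chromosome synapsis that were measured, 26 were lower in circSRY KO spermatocytes and 1 was higher (28 lower and 1 higher when adjusted over the list alone). Spata22, which acts with Meiob on the single-stranded DNA of meiotic recombination, had 42.7 ± 17.6 TPM (SD, n = 2 mice) in control and 0.77 ± 0.141 TPM in circSRY KO, a log2 fold change of -5.44 (standard error 0.506, adjusted p = 1.79e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gm49340 overlaps Spata22 on the same strand. Meiob itself had a log2 fold change of -2.92, the crossover helicase gene Hfm1 of -3.13 and Ythdc2, which is needed for entry into meiosis, of -2.56. The synaptonemal complex genes Sycp1 and Sycp3 were lower, with log2 fold changes of -2.07 and -1.72. Rec8, a meiotic cohesin gene named here after its values were seen, was the gene that was higher, with a log2 fold change of 1.09 (adjusted p = 0.0169 from the same edgeR test), and it was not called without control replicate 2 or without control replicate 3, where the list held 0 higher genes, nor with an offset for transcript length. Of 34 genes of DNA repair and DNA damage signalling, 15 were lower and 19 did not pass (15 lower when adjusted over the list alone). Xrcc5, a subunit of the Ku complex that binds DNA ends, was among the lower genes, with 19.8 ± 3.57 TPM in control and 5.33 ± 1.21 TPM in circSRY KO and a log2 fold change of -1.65 (adjusted p = 0.00198 from the same edgeR test). The median log2 fold change was -1.53 for the meiosis genes and -0.93 for the DNA repair genes. As sets, both were lower than the other genes by camera with a preset correlation of 0.01, at adjusted p = 1.53e-09 and 1.13e-05 (adjusted p = 0.333 for each with an estimated correlation). The estimated correlation was 0.208 for the meiosis genes and 0.0411 for the DNA repair genes. The preset p-values here and below therefore do not measure the spread between mice, and the estimated version has little power with 2 mice per group. Of 12 markers of leptotene and zygotene spermatocytes, all of them also in the meiosis list, 9 were lower (9 when adjusted over the list alone), with a median log2 fold change of -1.59 (camera adjusted p = 6.25e-05, and adjusted p = 0.333 with an estimated correlation). Of 17 markers of round spermatids, 13 were higher (13 when adjusted over the list alone), with a median of 1.59 (camera adjusted p = 1.05e-05, and adjusted p = 0.448 with an estimated correlation). Without control replicate 2, 4 DNA repair genes were lower and 4 round spermatid markers were higher.

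**Figure D1:**
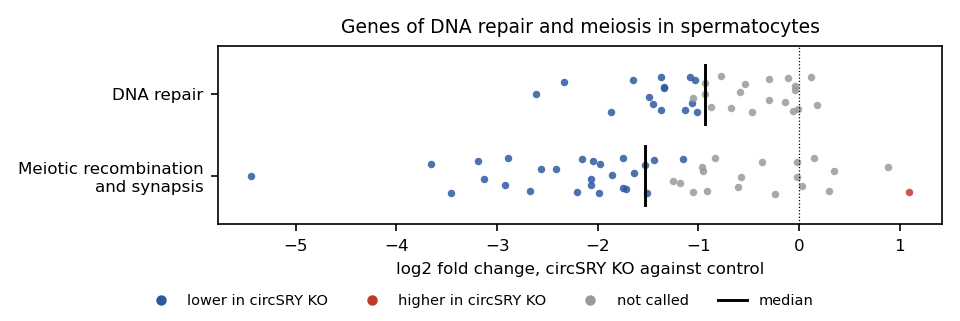
Log2 fold change of circSRY KO against control spermatocytes for each measured gene of the DNA repair list (34 genes) and the meiosis list (45 genes), 2 mice per group. Each point is a gene, colored by its call, and the bars are the medians, at -0.93 and -1.53.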

We then performed chromosome spreading using spermatocytes from circSRY KO mice with immunostaining of SYCP3 and γH2AX. 

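H2ax (ENSMUSG00000049932), the gene of the histone variant that is phosphorylated to γH2AX, was lower in the RNA-seq libraries of circSRY KO spermatocytes. It had 161 and 116 TPM in control replicates 2 and 3, and 39.9 and 23.8 TPM in circSRY KO replicates 1 and 2. This is a log2 fold change of -1.81 (standard error 0.363, adjusted p = 0.00173 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The expected counts were 948 and 742 in control replicates 2 and 3, and 354 and 157 in circSRY KO replicates 1 and 2. The gene has 1 exon and lies on chromosome 9 of GRCm39 from 44245991 to 44247374. With each library left out in turn it was still called lower, and its log2 fold change lay between -2.44 and -1.38. The summed expression of the 12 markers of leptotene and zygotene spermatocytes in the same libraries was 607 TPM in control and 166 TPM in circSRY KO. Gm48853 and Gm55497 overlap H2ax on the other strand, and libraries without strand information do not separate their reads from those of H2ax.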

As shown in Fig 5A, the γH2AX signal in circSRY KO pachynema nucleus was in general weaker than in control nucleus (n = 50) (Fig 5A), which is supported by the decreased H2AX expression in circSRY KO spermatocytes through RNA-seq analysis (logFC = -1.85) (Fig S4D). We next performed qRT–PCR, and a decreased H2AX expression was found in circSRY KO spermatocytes compared with control group (Fig 5B). Western blot analysis further revealed that the γH2AX level was reduced in circSRY KO spermatocytes (Fig 5C).

**Figure S4.**
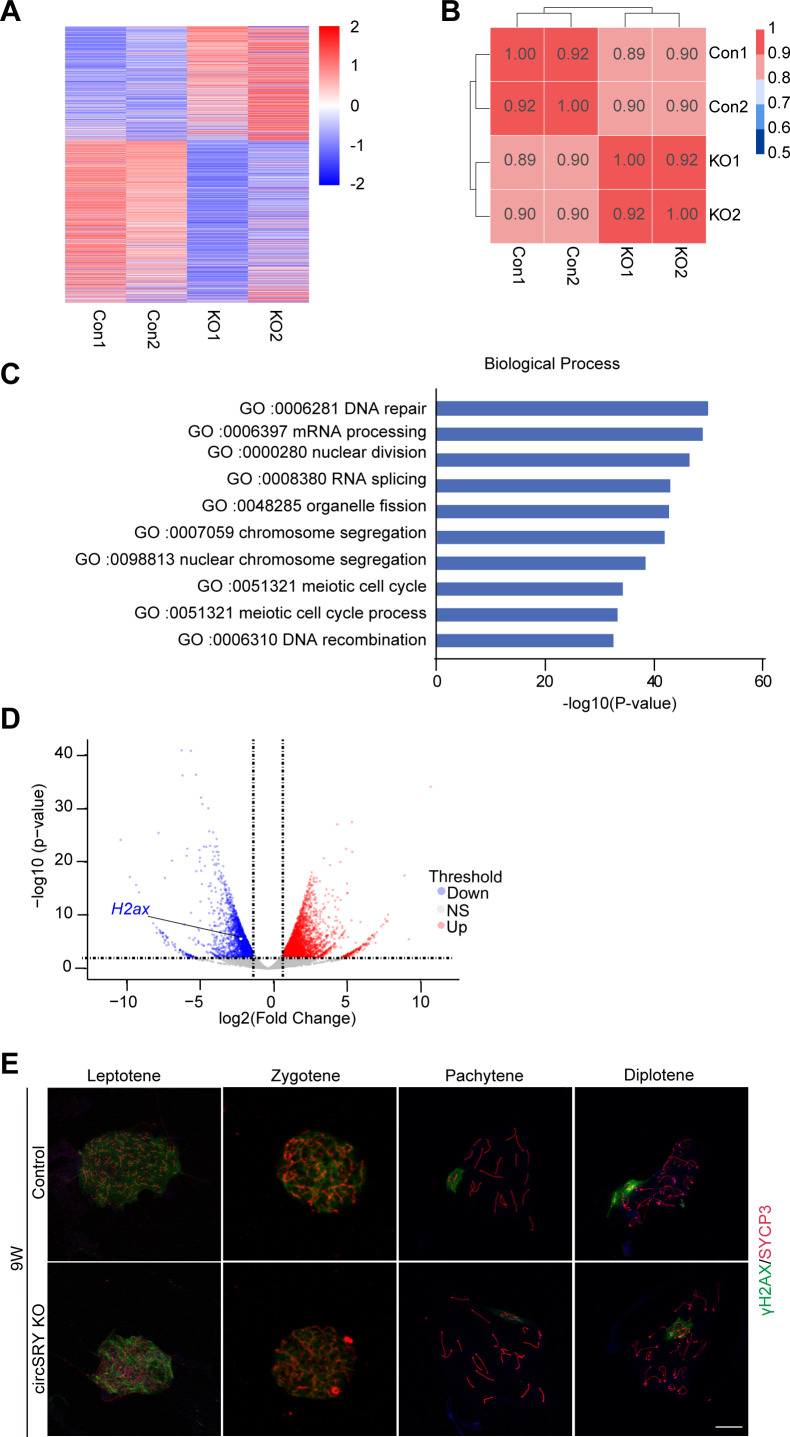
RNA-seq analysis revealed meiotic defects in circSRY KO mice. **(A)** Heat map illustrates RNA-seq data from 26,477 differentiated expression genes from circSRY KO versus control mice (sum of FPKM > 1). Total RNAs were extracted from primary spermatocytes of control or circSRY KO 8-wk-old mice. Red, positive fold change (logFC) indicates higher expression; blue, negative logFC indicates lower expression. **(B)** Standard Spearman’s rank correlation analysis of RNA-seq from control or circSRY KO mice spermatocytes (n = 2 mice for each group). **(C)** Gene ontology enrichment analysis. Top 10 significantly enriched Gene Ontology (−log_10_ [*P*-value]) terms of the target genes in the biological processes. **(D)** Enrichment analysis of significant up (red) and down-regulation (blue) genes comparing with control mice, FDR < 0.05, |logFC| ≥ 1. **(E)** Representative image of immunofluorescence staining of SYCP3 (red), γH2AX (green), and DAPI (blue) in 9-wk-old control or circSRY KO mice testes. Scale bar indicates 10 µm.

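The expected count was above 0 for 25129 and 24748 genes in control replicates 2 and 3, and for 25438 and 26235 genes in circSRY KO replicates 1 and 2. The TPM summed over the 4 libraries was above 1 for 23774 of the 53700 genes listed. With FPKM, a measure added after the data were examined, the sum was above 1 for 22567 genes. The legend of Fig S4A gives 26477 genes for a summed FPKM over 1, and the cause of the difference was not tested. Among the genes tested by edgeR's quasi-likelihood test, 14579 were protein-coding, of which 2613 were higher and 2305 lower in circSRY KO. Of 2148 long noncoding RNA genes tested, 703 were higher and 207 were lower.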

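The control replicates had a Spearman correlation of 0.939 and the circSRY KO replicates one of 0.925. The 4 pairs of a control and a circSRY KO library lay between 0.842 and 0.871, with a mean of 0.858, below both pairs of replicates. All 6 correlations were taken across the 23774 genes with a summed TPM over 1, on log2(TPM + 1), and genes are not independent replicates, so no p-value is given. Genes of elongating spermatids were among those that separated the groups, with a summed expression of 8403 and 7951 TPM in control and of 52404 and 42369 TPM in circSRY KO for 11 markers. Mitochondrially encoded RNA differed more between replicates, with 48655 TPM in control replicate 2, 28007 TPM in control replicate 3, 15724 TPM in circSRY KO replicate 1 and 23829 TPM in circSRY KO replicate 2.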

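In circSRY KO spermatocytes 3551 genes were higher and 2671 genes were lower than in control, of 17766 tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Called genes were ranked if they had a mean TPM of at least 10, groups that do not overlap and a symbol that is not a predicted gene or Rik clone. Among the lowest of these ranked genes, after Spata22, were Chst1, Zfp820, Pnmal1, Mcmdc2 and Stambp, with log2 fold changes of -4.51, -4.50, -3.91, -3.80 and -3.72. Piwil1, which binds the piRNAs of pachytene spermatocytes, had 556 ± 124 TPM (SD, n = 2 mice) in control and 24.1 ± 9.77 TPM in circSRY KO, a log2 fold change of -4.32 (standard error 0.402, adjusted p = 1.79e-05 from the same edgeR test). Tdrd5, another gene of the piRNA pathway, had a log2 fold change of -4.02. Among the highest of the ranked genes were genes of macrophages and other leukocytes. Ccl4, a chemokine gene, had an expected count of 0 in both control libraries and of 90 and 72 in circSRY KO. Another chemokine gene, Ccl3, the platelet factor gene Pf4, the lysozyme gene Lyz2 and the MHC class II gene H2-Aa had log2 fold changes of 5.43, 6.32, 5.78 and 5.35, the protease gene Ctss of 5.41, the complement gene C1qa of 4.97 and Fam220a of 5.87. These 7 genes had 0.28 to 1.62 TPM in control, so their fold changes rest on few control counts. Of 33 mRNA splicing factor genes, 21 were lower and 12 did not pass (21 lower when adjusted over the list alone), with a median log2 fold change of -1.18 (camera adjusted p = 3.15e-08, and adjusted p = 0.333 with an estimated correlation). Prpf8, Hnrnpm, U2af2 and Srrm1 had log2 fold changes of -2.12, -2.04, -1.90 and -1.84. Of 33 chromosome segregation genes, 10 were lower (10 when adjusted over the list alone), with a median of -0.47, or -0.26 with upper-quartile scaling (camera adjusted p = 0.00233, and adjusted p = 0.333 with an estimated correlation). The share of called genes that were higher was 57.1%, against 69.2% with upper-quartile scaling and 43.8% with limma on log2(TPM + 1), which moved the median log2 fold change of all genes from 0.07 to 0.28 and -0.12. Without control replicate 2, 1232 genes were higher and 952 lower, 9 splicing factor genes were lower and 0 chromosome segregation genes (8 at an unadjusted p under 0.05), and without control replicate 3, 1940 genes were higher and 5 chromosome segregation genes were lower.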

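Markers of several other testis cell types were called in the sorted spermatocytes. All 13 markers of macrophages and other leukocytes, all 13 of peritubular myoid and stromal cells and 11 of 12 of Sertoli cells were higher in circSRY KO (13, 13 and 12 when adjusted over the list alone). Their median log2 fold changes were 4.53, 2.14 and 2.39, or 3.12, 1.56 and 1.28 with limma on log2(TPM + 1), and their summed expression was 27.1, 99.7 and 201 TPM in control and 452, 435 and 505 TPM in circSRY KO. Cd74, the invariant chain of MHC class II, had 9.01 ± 0.757 TPM (SD, n = 2 mice) in control and 183 ± 22.5 TPM in circSRY KO, the stromal proteoglycan gene Dcn had 32.4 ± 7.61 and 219 ± 47.5 TPM, and the Sertoli cell gene Cst9 had 2.13 ± 0.686 and 50.3 ± 33.4 TPM. Sox9, another Sertoli cell gene, had expected counts of 2 and 4 in control and of 14 and 35 in circSRY KO, with a log2 fold change of 2.94 (adjusted p = 0.00641 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was not called without control replicate 2 (2.51, adjusted p = 0.0951) or circSRY KO replicate 2 (2.05, adjusted p = 0.0649). All 8 markers of Leydig cells were lower (8 when adjusted over the list alone), with a median log2 fold change of -1.42, and without control replicate 2 or control replicate 3, 3 and 4 of them were lower. The steroid synthesis genes Star and Cyp17a1 had log2 fold changes of -1.86 and -1.65. Of 15 immediate early and heat shock genes, which respond to tissue dissociation, 12 were higher (12 when adjusted over the list alone), with a median of 1.64, and without control replicate 3, 5 were higher. Atf3, Zfp36 and Jund had log2 fold changes of 3.88, 2.03 and 1.64. By camera with the preset correlation these sets had adjusted p = 1.87e-09 for leukocytes, 9.99e-06 for stromal cells, 6.47e-06 for Sertoli cells, 0.000273 for Leydig cells and 8.34e-05 for the immediate early genes. With an estimated correlation these were adjusted p = 0.333, 0.333, 0.372, 0.333 and 0.439. No member of the 5 lists was called in the opposite direction by edgeR's quasi-likelihood, exact and likelihood ratio tests, limma-voom or DESeq2.

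**Figure D2:**
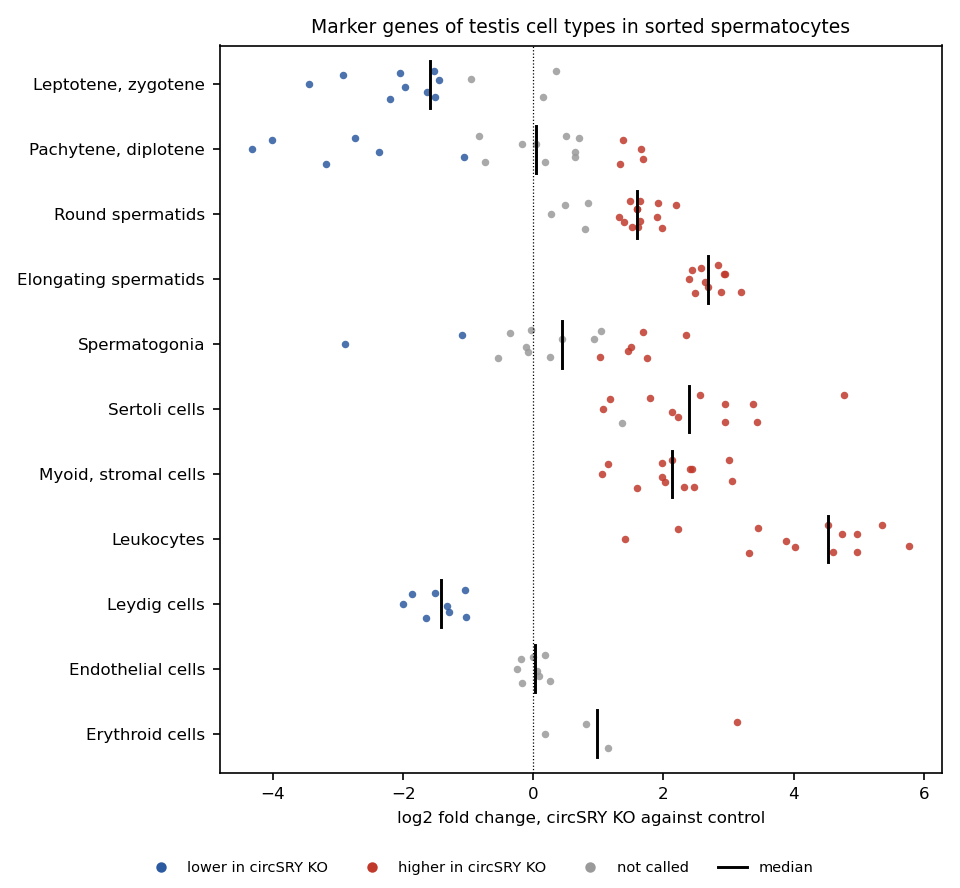
Log2 fold change of circSRY KO against control for each measured marker gene of 11 testis cell types and germ cell stages, 2 mice per group. Each point is a gene, colored by its call, and the bars are medians, from -1.59 for leptotene and zygotene spermatocytes to 4.53 for leukocytes.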

**Figure 5.**
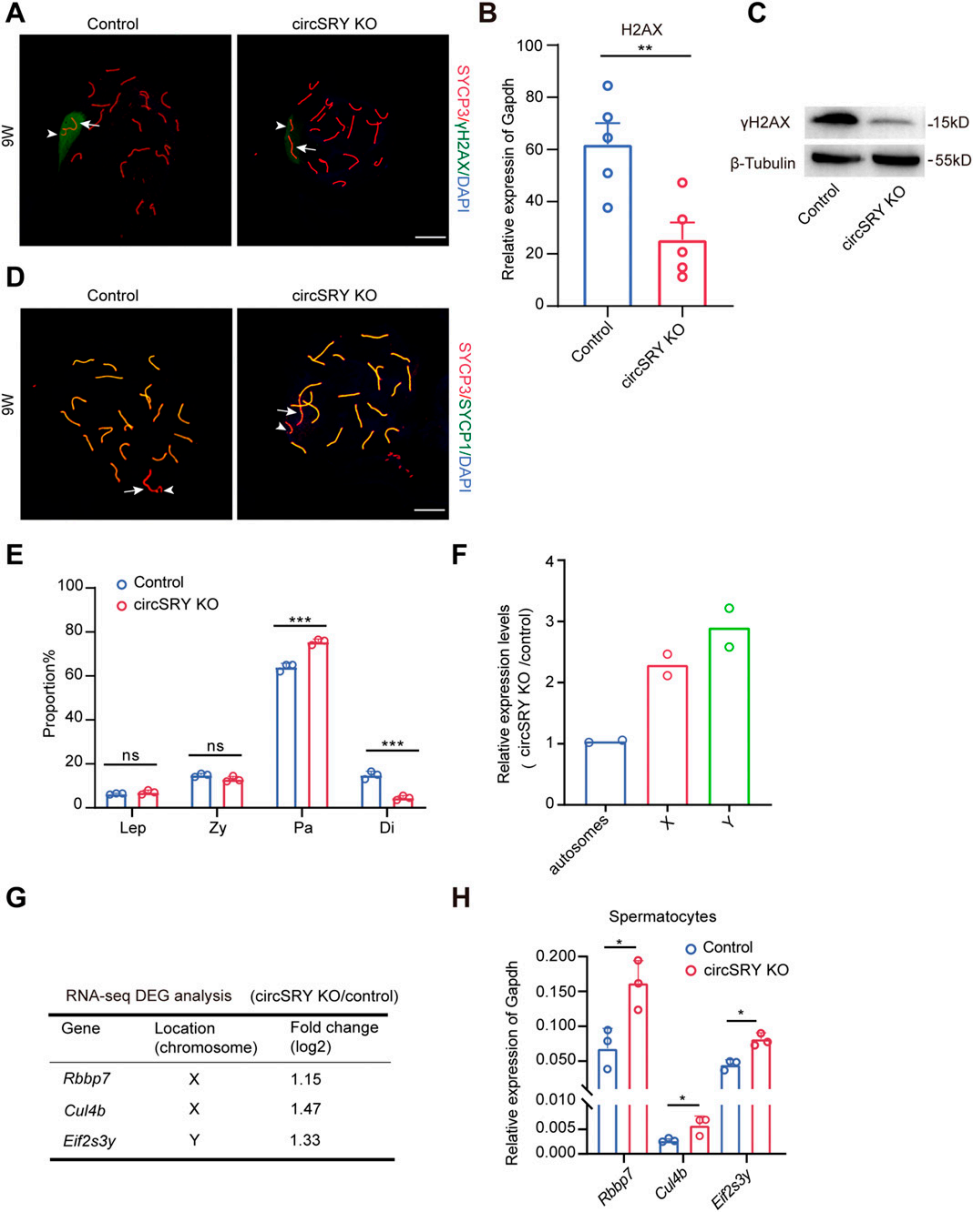
Loss of circSRY led to aberrant X–Y synapsis. **(A)** Immunofluorescence staining of SYCP3 (red) and γH2AX (green) in 9-wk-old control and circSRY KO spermatocytes at early pachytene stage. Arrowheads indicate the Y chromosomes; arrows indicate the X chromosomes. Scale bar indicates 10 *µ*m. **(B)** Expression of H2AX mRNA in 9-wk-old control and circSRY KO mice spermatocytes (**P < 0.01; unpaired *t* test; n = 5 biologically independent experiments). **(C)** Representative image of Western blot results of γH2AX in control and circSRY KO mice spermatocytes (n = 3 biologically independent experiments). **(D)** Immunofluorescence staining of SYCP3 (red) and SYCP1 (green) in 9-wk-old control and circSRY KO spermatocytes at early pachytene stage. Arrowheads indicate the Y chromosomes; arrows indicate the X chromosomes. Scale bar indicates 10 *µ*m. **(E)** The proportion of leptotene, zygotene, pachytene, and diplotene spermatocytes from 9-wk-old circSRY KO mice compared with control mice testes (***P < 0.001; ns, not significant; unpaired, *t* test). Total 400 cells (300 cells of pachytene stage, 100 cells of the other stages) were counted from three biologically independent experiments. **(F)** Relative gene expression levels on sex chromosomes and autosomes as determined by RNA-seq (n = 2 biologically independent experiments). **(G)** Fold change of X-linked genes, *Rbbp7*, *Cul4b*; Y-linked genes, *Eif2s3y*, as determined by RNA-seq analysis on circSRY KO versus control spermatocytes (n = 2 biologically independent experiments). **(H)** Validation of expression of X-linked genes, *Rbbp7*, *Cul4b*; Y-linked genes, *Eif2s3y* from control versus 9-wk-old circSRY KO spermatocytes (*P < 0.05; ns, not significant; unpaired, *t* test; n = 3 biologically independent experiments). *Gapdh* was used as reference gene. Data information: data are presented as mean ± SEM. Source data are available for this figure.

To further assess the X–Y synapsis during early pachynema, IF staining of SYCP1 and SYCP3 was performed with the chromosome spread experiment. In 15.3% of circSRY KO nuclei (n = 150), we observed that X and Y chromosomes paired but not synapsed (Fig 5D), whereas in the control nuclei, the percentage was less than 1% (n = 150). Also, we observed a significant increase in the number of pachytene stage cells and a decrease in the number of diplotene stage cells (Fig 5E). In contrast, the number of germ cells at leptotene and zygotene stages appeared normal (Figs 5E and S4E), suggesting that circSRY functions specifically in the pachytene stage.

Failure of XY body formation usually abolishes meiotic sex chromosome inactivation (MSCI) and increases the expression of X-linked and Y-linked genes in spermatocytes (Fernandez-Capetillo et al, 2003; Royo et al, 2010). To evaluate whether the deficiency of circSRY impacted MSCI, we calculated the average value of gene expression from individual chromosomes based on our RNA-seq analysis in circSRY KO versus control. The average value of all autosomal gene expressions was 1.04 (Fig 5F), which showed that the gene expression level of all autosomal chromosomes from circSRY KO spermatocytes was not different from control. However, the average values of X-linked and Y-linked genes were 2.29 and 2.9, respectively (Fig 5F). These data indicated that circSRY deficiency resulted in the failure of inactivating some of the sex chromosome–linked genes in circSRY KO spermatocytes. In particular, the fold changes of X-linked genes *Rbbp7*, *Cul4b* (Fernandez-Capetillo et al, 2003) and Y-linked gene *Eif2s3y* that were known to be the target of MSCI (Fernandez-Capetillo et al, 2003) were 1.15, 1.47, and 1.33, respectively (Fig 5G). Expression of these genes in 9-wk-old circSRY KO and control spermatocytes was further validated by qRT–PCR, and all three were up-regulated in circSRY spermatocytes (Fig 5H). 

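Mean expression over the 48535 autosomal genes of the table was 1.01 ± 0.00772 times that of control (SD, n = 2 circSRY KO mice), with 1.02 and 1.00 in circSRY KO replicates 1 and 2. TPM are scaled to a fixed sum within each library, and autosomal genes held 942390 to 966857 TPM of it. The scaling therefore holds this ratio near 1, and it cannot show whether autosomal expression changed. Within the autosomes, 3174 genes were higher and 2644 were lower in circSRY KO, of 16858 tested by edgeR's quasi-likelihood test. Single autosomes lay between 0.907 for chromosome 17 and 1.17 for chromosome 3, except chromosome 16 with a ratio of 1.91 ± 0.190. Chromosome 16 carries Prm1, Prm2 (named after its values were seen) and Tnp2, which encode the protamines and a transition protein that package the DNA of elongating spermatids. Prm1 had 1978 ± 208 TPM in control and 13725 ± 3999 TPM in circSRY KO (SD, n = 2 mice), and Tnp2 had 1696 ± 33.8 and 10262 ± 869 TPM. Without these 3 genes the ratio of chromosome 16 was 1.04 ± 0.0305. These ratios of mean TPM were not tested, since 2 libraries against 2 cannot reach a small exact p. As a mean of the ratios of single genes, the autosomal value was 1.53.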

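Mean expression over all genes of the X chromosome was 2.28 ± 0.218 times that of control (SD, n = 2 circSRY KO mice), with 2.13 and 2.44 in circSRY KO replicates 1 and 2. For the Y chromosome it was 2.70 ± 0.234 times that of control, with 2.54 and 2.87 in the same libraries. Control replicate 2 had 1.02 times the X-linked and 0.800 times the Y-linked expression of control replicate 3, so both ratios were larger than the difference between the control mice. A gain of 7126 TPM over the 2486 X-linked genes lies behind the X chromosome value, and the 20 genes of the largest gain made up 53.2% of it. Akap4, a scaffold gene of the sperm tail, had 150 ± 18.1 TPM in control and 734 ± 280 TPM in circSRY KO. X-linked genes of spermatids in a list of X- and Y-linked spermatid genes made up 16.9% of the gain, and 27 single-copy X-linked genes of somatic and early germ cell expression made up 2.60%. Over only these 27 genes the X chromosome ratio was 1.52, and over only the 10 listed genes of the short arm the Y chromosome ratio was 1.23. The circSRY KO mice went opposite ways for these 10 genes, with a summed expression of 63.8 TPM in replicate 1 and 115 TPM in replicate 2, against 73.2 and 72.6 TPM in control. Without the members of the 3 lists of spermatid genes the ratios were 2.13 for the X chromosome and 2.66 for the Y chromosome. This left 2477 of 2486 X-linked and 1548 of 1552 Y-linked genes, and the listed spermatid genes made up only 5.66% of the Y-linked gain. Spermatid genes outside the lists are therefore untested in these ratios. The ratios over the listed genes alone and without the spermatid lists were chosen after seeing the data. From the mean and the median log2 fold change of the 122 Y-linked genes tested, the Y chromosome ratio was 4.67 and 4.07.

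**Figure D3:**
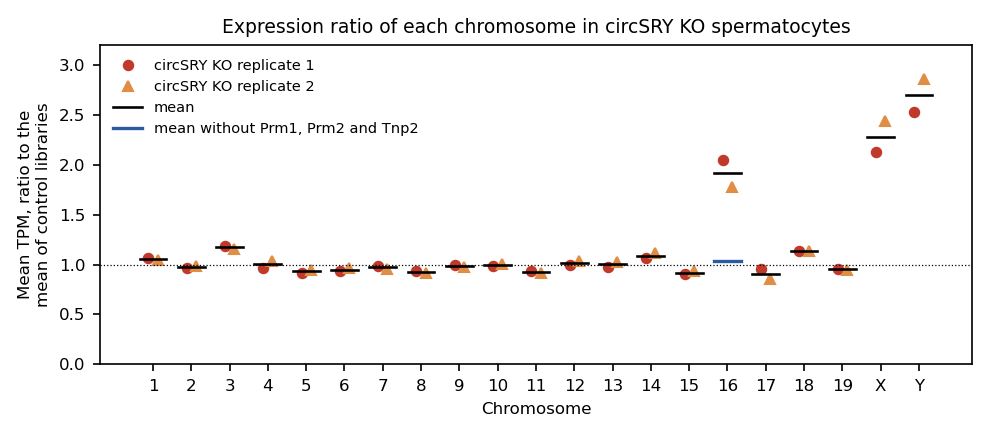
Mean TPM over all genes of each chromosome in each circSRY KO library, as a ratio to the mean of the 2 control libraries. Points are circSRY KO replicates 1 and 2, black bars their mean, and the blue bar is the mean of chromosome 16 without Prm1, Prm2 and Tnp2. The X and Y chromosomes have means of 2.28 and 2.70.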

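Of 674 X-linked genes tested, 275 were higher in circSRY KO spermatocytes and 14 were lower (288 higher and 17 lower when adjusted over the list alone), with a median log2 fold change of 1.03. Of 122 Y-linked genes tested, 77 were higher (92 when adjusted over the list alone), with a median of 2.02. Copies of 1 gene family were counted as separate genes, so the 77 and the set test need not rest on independent genes. Of the 8 tested genes of the short-arm list 1 was higher (camera adjusted p = 0.488 with the preset correlation). With limma on log2(TPM + 1) the medians were 0.54 for X-linked and 0.96 for Y-linked genes, and with an offset for transcript length 55 Y-linked genes were higher, with a median of 1.45. Of 12 X- and Y-linked genes of spermatids, 11 were higher (11 when adjusted over the list alone), with a median of 2.41. Among them Cypt3 had 43.6 ± 1.93 TPM in control and 254 ± 32.4 TPM in circSRY KO (SD, n = 2 mice), and Cypt1 had 56.6 ± 12.9 and 310 ± 29.4 TPM, but both belong to 1 gene family, and reads of such families are hard to assign. Of 27 single-copy X-linked genes of somatic and early germ cell expression, 8 were higher and 1 was lower (8 and 1 when adjusted over the list alone), with a median of 0.62, or 0.30 with limma on log2(TPM + 1). Rps4x, a ribosomal protein gene, had a log2 fold change of 2.04 (standard error 0.356, adjusted p = 0.000715 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the lower gene was Kdm6a, with -1.14 (adjusted p = 0.0495 from the same edgeR test), which DESeq2 did not call. Of 11 markers of elongating spermatids, most of them autosomal, all were higher (11 when adjusted over the list alone), with a median of 2.68, and Tnp1 and Spem1 had log2 fold changes of 2.88 and 2.92. By camera with the preset correlation, the adjusted p was 5.33e-10 for X-linked genes, 2.19e-17 for Y-linked genes, 4.87e-06 for the spermatid genes, 0.0825 for the single-copy genes and 6.61e-08 for the elongating spermatid markers. With an estimated correlation these were adjusted p = 0.333, 0.333, 0.333, 0.662 and 0.333. The set of single-copy genes passed without circSRY KO replicate 1 (camera adjusted p = 0.00432), and without the other libraries its adjusted p lay between 0.11 and 0.513. Without control replicate 2, 102 X-linked genes were higher and 1 was lower, 36 Y-linked and 3 single-copy genes were higher and Kdm6a was not called (-1.17, adjusted p = 0.184 from edgeR), while 4 single-copy genes were higher without control replicate 3, where 1 Y-linked gene was lower and Kdm6a was not called either (adjusted p = 0.141). Without circSRY KO replicate 1, 6 Y-linked genes were lower and Kdm6a was not called (-0.69, adjusted p = 0.121 from edgeR), and without circSRY KO replicate 2, 38 X-linked, 6 Y-linked and 4 single-copy genes were lower. The paper sets a higher average of X-linked and Y-linked expression beside an unchanged average of the autosomes (Fig 5F). From this it concludes that some sex chromosome-linked genes are not inactivated in circSRY KO spermatocytes. It also reports higher Rbbp7, Cul4b and Eif2s3y by qRT-PCR, weaker γH2AX staining and more nuclei whose X and Y chromosomes paired without synapsis.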

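Rbbp7 and Cul4b on the X chromosome and Eif2s3y on the Y chromosome were higher in circSRY KO spermatocytes. Cul4b (ENSMUSG00000031095), a ubiquitin ligase scaffold gene from 37620412 to 37665081 on the X chromosome of GRCm39, had 20.5 ± 2.19 TPM in control and 51.2 ± 17.7 TPM in circSRY KO (SD, n = 2 mice). Its log2 fold change was 1.52 (standard error 0.317, adjusted p = 0.00219 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Rbbp7 (ENSMUSG00000031353), a histone-binding protein gene from 161543356 to 161562099 on the X chromosome, had 37.0 ± 6.78 and 79.3 ± 34.1 TPM and a log2 fold change of 1.20 (standard error 0.307, adjusted p = 0.00761 from the same edgeR test). Eif2s3y (ENSMUSG00000069049), a translation initiation factor gene from 1008409 to 1047462 on the Y chromosome, had 31.9 ± 0.721 and 51.1 ± 13.5 TPM and a log2 fold change of 1.04 (standard error 0.302, adjusted p = 0.0144 from the same edgeR test). Of 8 tested genes of the short arm of the Y chromosome it was the gene that passed (1 when adjusted over the list alone), and the other 7 lay between -0.25 and 0.76. The median of the 8 was 0.57, or 0.05 with limma on log2(TPM + 1). Of 17 markers of spermatogonia in these libraries, 6 were higher and 2 were lower (7 and 2 when adjusted over the list alone), with a median log2 fold change of 0.45, or 0.04 with the length offset. Gfra1, a receptor gene of spermatogonial stem cells, had a log2 fold change of 1.69, and Id4 of -2.89. Without control replicate 2, adjusted p was 0.119 for Cul4b, 0.119 for Rbbp7 and 0.29 for Eif2s3y by edgeR, Gfra1 was not called (1.55, adjusted p = 0.08) and 2 spermatogonia markers were higher and 1 lower, and without control replicate 3 it was 0.217 for Rbbp7 and 0.178 for Eif2s3y, and 1 spermatogonia marker was higher and 1 lower. Without circSRY KO replicate 1, 2 of the short-arm genes were higher and 1 was lower, and 1 spermatogonia marker was lower, and without circSRY KO replicate 2, 1 of the short-arm genes was higher and 3 were lower. Txlng overlaps Rbbp7 and Gm61874 overlaps Cul4b on the other strand, which the libraries do not separate, and with limma on log2(TPM + 1) the log2 fold changes of Rbbp7 and Eif2s3y were 1.02 (adjusted p = 0.0711) and 0.64 (adjusted p = 0.16).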

Taken together, we revealed that the loss of circSRY leads to aberrant X–Y synapsis and impairment of MSCI in pachytene spermatocytes.

### CircSRY acts as a sponge for miR-138-5p

Because cytoplasmic circRNAs could act as miRNA sponges to regulate gene expression indirectly, we predicted potential miRNAs that interacted with circSRY using the web tool miRDB (Liu & Wang, 2019; Chen & Wang, 2020). 33 miRNAs were predicted to potentially interact with circSRY, six of which had more than seven binding sites on circSRY, including well-characterized miR-138-5p (Fig 6A and Table S1) (Hansen et al, 2013). To validate the binding ability of these six miRNAs on circSRY, we constructed luciferase reporter plasmid by inserting circSRY sequence into the 3′UTR of the luciferase coding sequence and performed the experiments in 293T cells. Compared with scrambled miRNA, miR-138-5p, miR-323-5p, and miR-683 reduced the luciferase signals to a greater extent (less than 20%) (Fig 6B). Regarding these three miRNAs, based on published miRNA sequencing data, miR-138-5p was the most abundantly expressed miRNAs in mouse testes, which was six times higher than miR-323-5p, and miR-683 was not detected (Chiang et al, 2010; Chen et al, 2017). We further conducted absolute quantification of circSRY and miR-138-5p RNA molecules in the spermatocytes and found that the copy numbers of these two RNA molecules were similar, suggesting that miR-138-5p co-existed with circSRY in spermatocytes (Figs 6C and S5A and B). Therefore, we hypothesized that circSRY regulated spermatogenesis mainly by sequestering miR-138-5p.

**Figure 6.**
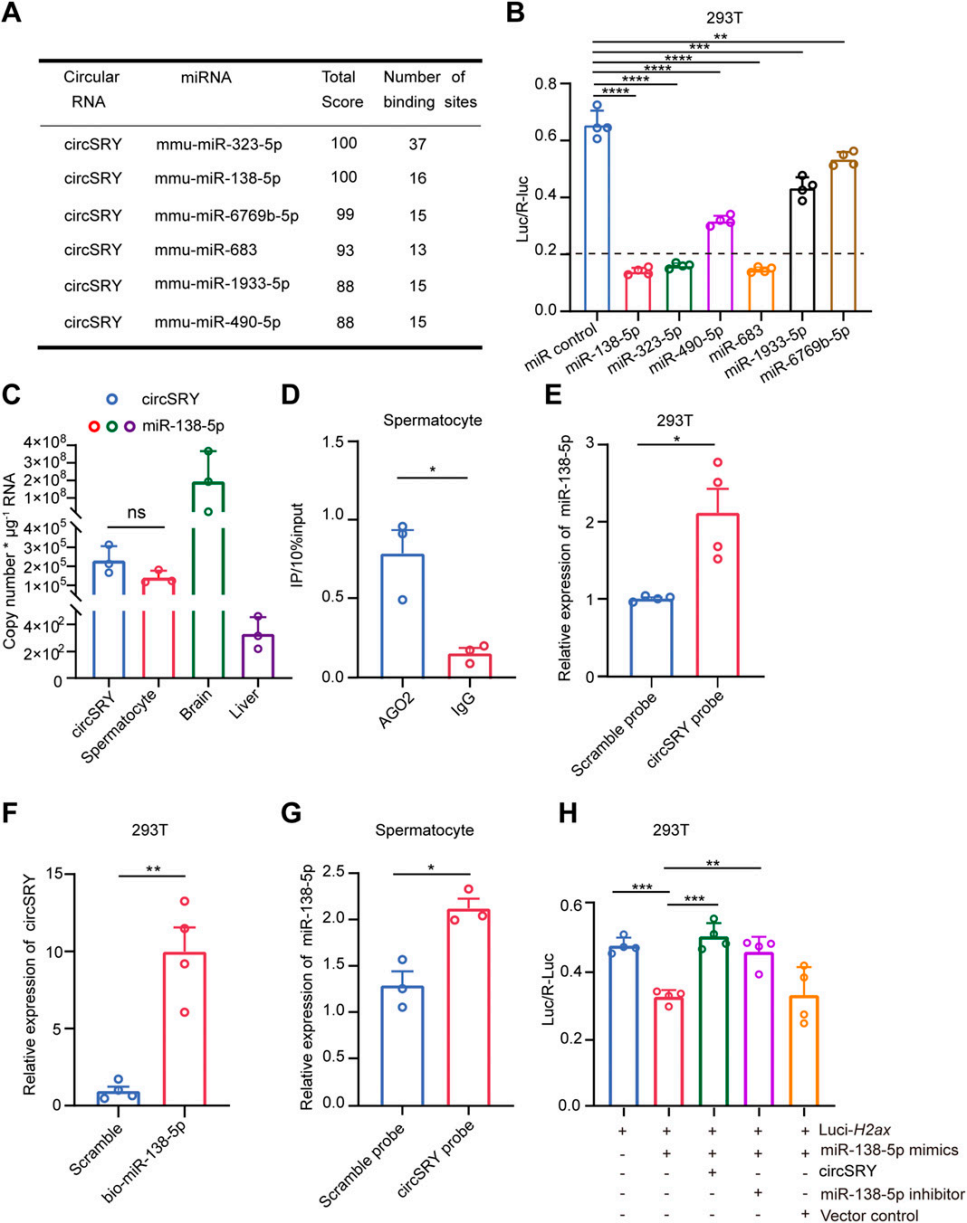
CircSRY enhanced the expression of H2AX by sponging miR-138-5p in vitro. **(A)** Table of six miRNAs that have more than seven potential binding sites for circSRY. **(B)** Luciferase reporter assay showing diverse binding capacities of six miRNAs on Luc-circSRY (****P < 0.0001, ***P < 0.001, **P < 0.001, unpaired *t* test; n = 4 biologically independent experiments). **(C)** Absolute quantification of circSRY and miR-138-5p RNA molecules in spermatocyte. Mouse brain or liver tissue RNAs were used as control, separately (ns, not significant; unpaired *t* test; n = 3 biologically independent experiments). **(D)** RIP results showing the circSRY enrichment using AGO2 antibody versus IgG antibody in vivo (*P < 0.05; unpaired *t* test; n = 3 biologically independent experiments). **(E)** RNA pull-down enrichment of miR-138-5p using circSRY-biotinylated probe or scramble probe in 293T cell line. (*P < 0.05; unpaired *t* test; n = 4 biologically independent experiments). **(F)** RNA pull-down enrichment of circSRY using biotin-coupled miR-138-5p in 293T cell line. (**P < 0.01; unpaired *t* test; n = 4 biologically independent experiments). **(G)** Expression of miR-138-5p pulled down by circSRY-biotinylated probe or scramble probe in spermatocytes (*P < 0.05, unpaired *t* test; n = 3 biologically independent experiments). **(H)** Luciferase reporter assay of circSRY on sponging miR-138-5p. MiR-138-5p inhibitor and empty vector were used as positive and negative control, separately (**P < 0.01, ***P < 0.001; unpaired *t* test; n = 4 biologically independent experiments). *Gapdh* was used as reference gene. Data information: data are presented as mean ± SEM. Source data are available for this figure.

Table S1 Predicted miRNAs that bind circSRY.

**Figure S5.**
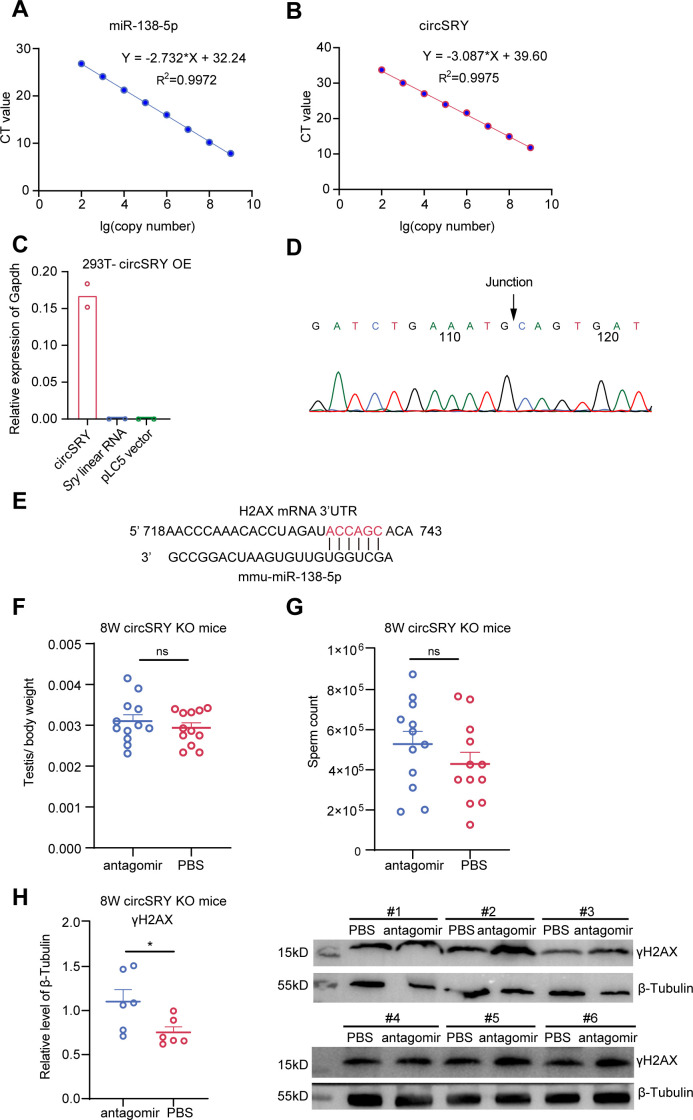
CircSRY enhanced H2AX expression via sponging miR-138-5p in vitro. **(A)** Standard curve of lg(copy number) versus Ct value for absolute quantification of miR-138-5p in the spermatocytes of 8-wk-old mice (n = 3 biologically independent experiments). **(B)** Standard curve of lg(copy number) versus Ct value for absolute quantification of circSRY in the spermatocytes 8-wk-old mice (n = 3 biologically independent experiments). **(C)** Relative expressions of circSRY and *Sry* linear RNA were measured with the 293T cell line that overexpressed circSRY (n = 2 technical replicates for each group). *Gapdh* was used as reference gene. The pLC5 vector was used as negative control. **(D)** Sanger sequencing showed the junction site of circSRY in 293T cell line. **(E)** A putative binding site between miR-138-5p and H2AX mRNA 3′ UTR. **(F)** Quantitative analysis of testis/body weight ratio between antagomir-injected testis and PBS-injected testis. The maximum, minimum, and outlier values are excluded for statistical analysis (ns, not significant; unpaired *t* test; n = 12 mice for each group). **(G)** Sperm count analysis between antagomir-injected testis and PBS-injected control testis. The maximum, minimum, and outliers values are excluded from statistical analysis (ns, not significant; unpaired *t* test; n = 12 mice for each group). **(H)** Western blot analysis of antagomir-injected testis and PBS-injected control testis (n = 6 mice for the experiment). Testes of six random circSRY KO mice were selected for γH2AX detection. β-Tubulin was used to normalize the γH2AX level (*P = 0.04; unpaired *t* test; n = 6 mice for each group). Data information: data are presented as mean ± SEM.

To test whether circSRY binds to the AGO2-miR-138-5p complex, we performed AGO2 immunoprecipitation on isolated spermatocytes. CircSRY was specifically enriched in AGO2-immunoprecipitated samples (Fig 6D), indicating that circSRY interacts with miRNAs. Next, we established a circSRY over-expressing 293T cell line by transducing a lentiviral vector harboring a circSRY expressing cassette (see the Materials and Methods section) (Fig S5C) and confirmed the correct splicing of circSRY by Sanger sequencing (Fig S5D). We performed RNA pull-down experiment to examine the interaction between miR-138-5p and circSRY in this cell line and found that circSRY-biotinylated probe significantly enriched the miR-138-5p compared with the scramble counterpart (Fig 6E), and the biotin-coupled miR-138-5p captured more circSRY than the control (Fig 6F). Furthermore, in spermatocytes, circSRY probe captured more miR-138-5p than the scramble probe as well (Fig 6G). Taken together, these results suggested that circSRY acted as a sponge for miR-138-5p in spermatocytes.

It has been reported that miR-138-5p directly down-regulates H2AX expression through binding with the 3′UTR region of H2AX mRNA (Fig S5E), inducing chromosomal instability during DNA damage repair (Wang et al, 2011). To test our hypothesis that circSRY regulates H2AX expression via sponging miR-138-5p during spermatogenesis, we conducted luciferase reporter experiments in vitro. Transfection of luciferase reporter containing H2AX sequence together with miR-138-5p mimics showed significantly reduced luciferase signal, whereas co-transfection of circSRY rescued the decrease of luciferase signal (Fig 6H).

We next tried to rescue the reduction of H2AX level and related phenotypes in circSRY KO mice in vivo via testicular efferent duct injection of miR-138-5p antagomir (inhibitor). We chose 6-wk-old circSRY KO mice and injected 5 nmol miR-138-5p antagomir into the left side testis of each mouse and injected PBS into the right side as control. After 2 wk, we euthanized the mice to measure the testis to body weight ratio and sperm count of each mouse. The average ratio of the testis to body weight and the sperm counts in antagomir group showed no increase compared with PBS group (Fig S5F and G). However, the average γH2AX level in antagomir-injected samples was higher than that in PBS-injected samples (Fig S5H). To reveal the source of increased expression of γH2AX, we performed co-immunostaining of γH2AX with DDX4 or SOX9 within antagomir-injected testes of circSRY KO groups. The ratio of DDX4-positive cells to SOX9-positive cells in antagomir-injected testes was comparable to that of the control group (Fig S6A and C), whereas the γH2AX levels were increased in antagomir-injected testes (Fig S6B and D), implying the source of increased γH2AX came from the elevated expression of γH2AX within germ cells. This suggested that antagomir injection led to an increase in γH2AX level intensity in the testis. However, the increased expression of γH2AX did not lead to an increase in testis weight and sperm count, which may be because of the invasiveness of the in vivo experimental procedures or the complexity of meiotic process.

**Figure S6.**
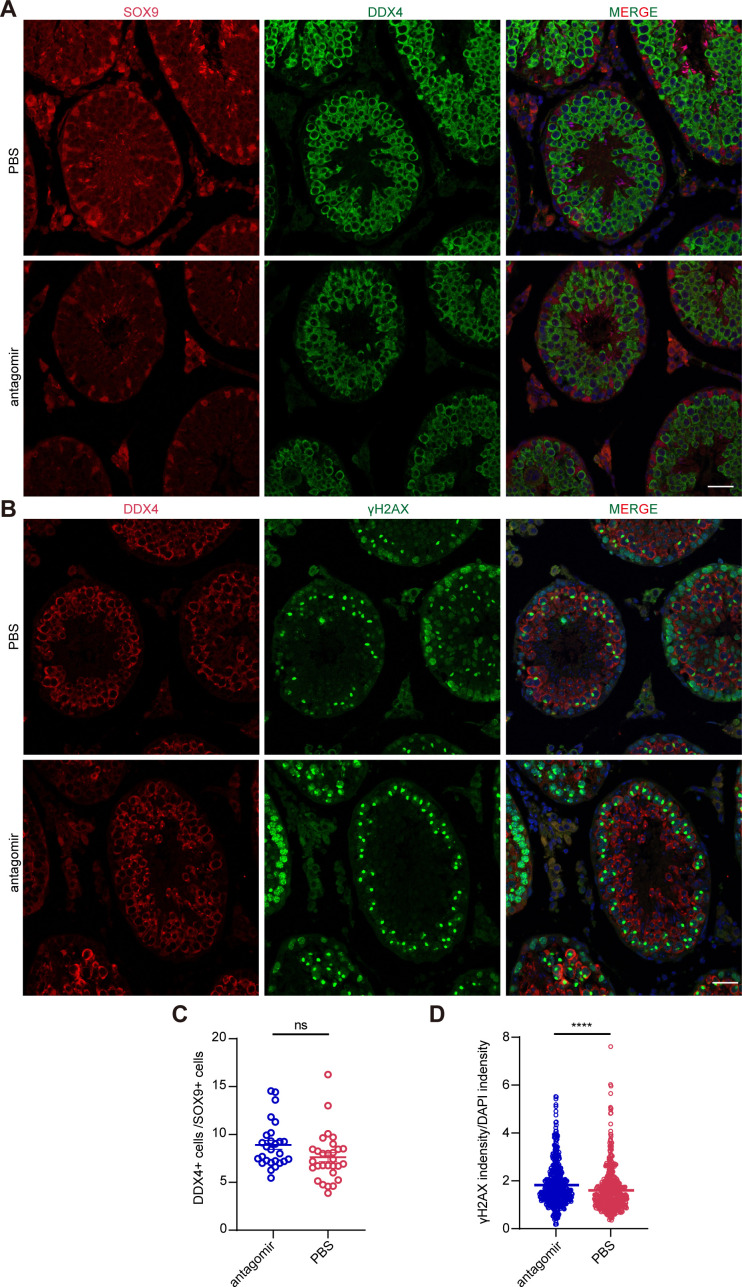
Elevated expression of γH2AX was detected in antagomir-injected testis. **(A)** Representative image of immunofluorescence staining of SOX9 (red), DDX4 (green), and DAPI (blue) in antagomir-injected or control circSRY KO mice testes. Scale bar indicates 25 µm (n = 3 biologically independent experiments). **(B)** Representative image of immunofluorescence staining of DDX4 (red), γH2AX (green), and DAPI (blue) in antagomir-injected or control circSRY KO mice testes. Scale bar indicates 25 µm (n = 3 biologically independent experiments). **(C)** Quantitative analysis of ratio of DDX4-positive cells to SOX9-positive cells between antagomir-injected and PBS-injected testis (ns, not significant; unpaired *t* test; total of 56 tubules from three biologically independent experiments were counted). **(D)** Quantitative analysis of γH2AX intensity between antagomir-injected and PBS-injected testis (****P < 0.0001; unpaired *t* test; total of 1,082 cells from three biologically independent experiments were counted).

In summary, our results suggest that circSRY acts as a sponge to competitively bind miR-138-5p, and the loss of circSRY leads to reduced γH2AX level and defected meiosis, which further impairs spermatogenesis in adult mice.

## Discussion

Recent studies have identified thousands of circRNAs, and many of them have important biological functions in various tissues and organs. For example, circRNA participates in the regulation of innate immune response by forming an intramolecular double-stranded structure when cells are infected by viruses (Liu et al, 2019). CircPan3 participates in the activation of the IL-13/IL-13Rα1 pathway and the downstream Wnt/b-catenin pathway, which maintained the self-renewal of intestinal stem cells (Zhu et al, 2019). Here we show that a circular transcript exhibits regulatory function in the male reproductive system. More interestingly, this circRNA originates from the sex-determining gene *Sry*, which initiates the male germ cell development in the first place. In this study, we showed that circSRY was mainly detected in meiotic cells and Rs. The loss of circSRY led to defective spermatogenesis, specifically causing primary spermatocyte apoptosis. Deletion of circSRY decreased the expression of H2AX and displayed aberrant X–Y synapsis at the pachytene stage, followed by MSCI defect. We performed RNA pull-down experiment and luciferase reporter assay, demonstrating that circSRY binds to miR-138-5p in spermatocytes and is capable of enhancing H2AX expression by sequestering miR-138-5p in 293T cell lines.

We tried to rescue the phenotypes in circSRY KO mice in vivo by injecting the left side testis of each mouse with miR-138-5p antagomir and the right side with PBS as control. We did not observe a phenotypic recovery in antagomir-injected testis; this may be due to the complexity of the reproductive system and the invasive nature of the injection experiment, which may have caused damage to the testis to some extent. A better model of spermatogenesis is needed to verify the relationship between circSRY, miR-138-5p, and γH2AX. Also, compared with *H2ax* KO leading to infertility (Celeste et al, 2002), circSRY KO reduced H2AX level, leading to a lower number of sperm, which is a much milder phenotype that is more challenging to demonstrate clear rescue in vivo. Our study indicates that the loss of circSRY leads to low H2AX level in spermatocytes. H2AX phosphorylation plays key roles in the initiation of heterochromatinization in the sexual body (Fernandez-Capetillo et al, 2003). Moreover, the phosphorylation of H2AX on the unsynapsed sexual body is independent of SPO11-mediated DSB (Mahadevaiah et al, 2001) and ATM kinase but dependent on ATR kinase (Turner et al, 2004; Bellani et al, 2005). Recent research shows that MDC1 deletion leads to the failure of spreading of γH2AX to the sexual body; the γH2AX signal is confined to the unsynapsed regions of sex chromosomes (Ichijima et al, 2011). Another study shows that MDC1 is dispensable for the synapsis of autosomes and plays only a minor role in X–Y synapsis (Testa et al, 2018), suggesting that γH2AX dominates over MDC1 in the process of XY body formation. 

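Mdc1 (ENSMUSG00000061607) encodes an adaptor that binds γH2AX and lies on chromosome 17 of GRCm39 from 36152384 to 36170563, with 16 exons. In the RNA-seq libraries of primary spermatocytes it had 286 ± 116 TPM in control and 30.4 ± 14.5 TPM in circSRY KO (SD, n = 2 mice). The log2 fold change was -2.34 (standard error 0.354, adjusted p = 0.000296 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn it lay between -2.63 and -2.09 and Mdc1 was still called lower. With limma it was -3.21 on log2(TPM + 1) and -3.25 on log2(TPM + 0.1). In the same libraries Dmc1 and Meioc, which mark leptotene and zygotene spermatocytes, had log2 fold changes of -2.05 and -1.64. Ppp1r18os overlaps Mdc1 on the other strand, and its reads are not separated from those of Mdc1 in these libraries.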

In our study, RNA-seq analysis showed a decreased expression of MDC1 (lgFC = -2.39) which is the key regulator for the initiation of MSCI (Ichijima et al, 2011). Besides MDC1, two other important regulators of MSCI, ATR and TOPBP1 (Perera et al, 2004; Reini et al, 2004) also had a reduced expression compared with control (lgFC = -1.92; lgFC = -2.66). 

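Atr and Topbp1 were lower in circSRY KO spermatocytes, together with 9 other regulators of meiotic sex chromosome inactivation. Atr (ENSMUSG00000032409), the kinase gene from 95739650 to 95835263 on chromosome 9 of GRCm39, had 163 ± 36.7 TPM in control and 42.9 ± 13.5 TPM in circSRY KO (SD, n = 2 mice). Its log2 fold change was -1.87 (standard error 0.355, adjusted p = 0.0012 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Topbp1 (ENSMUSG00000032555), which encodes an activator of ATR and lies on chromosome 9 from 103182356 to 103227631, had 76.3 ± 16.6 and 10.8 ± 4.81 TPM and a log2 fold change of -2.61 (standard error 0.331, adjusted p = 9.66e-05 from the same edgeR test). Of 14 regulators of meiotic sex chromosome inactivation 11 were lower (11 when adjusted over the list alone), with a median log2 fold change of -1.75. The list holds H2ax, Mdc1, Atr and Topbp1, whose fold changes the paper prints. Its count, median and set test are therefore not independent of the paper's result. Hormad1, which recruits ATR to unsynapsed chromosome axes, and the histone methyltransferase gene Setdb1 had log2 fold changes of -2.21 and -1.70. The 3 regulators that did not pass, named after their values were seen, were Scml2 with -0.58, Brca1 with -0.04 and Rad9a with 0.21. By camera with the preset correlation the list had an adjusted p of 1.22e-05 (adjusted p = 0.333 with an estimated correlation). The summed expression of 17 round spermatid markers in these libraries was 1928 TPM in control and 4109 TPM in circSRY KO, and that of 8 Leydig cell markers was 1844 and 689 TPM. The genes 1700065D16Rik and Gm16794 overlap Atr on the other strand, and their reads are not separated from those of Atr.

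**Figure D4:**
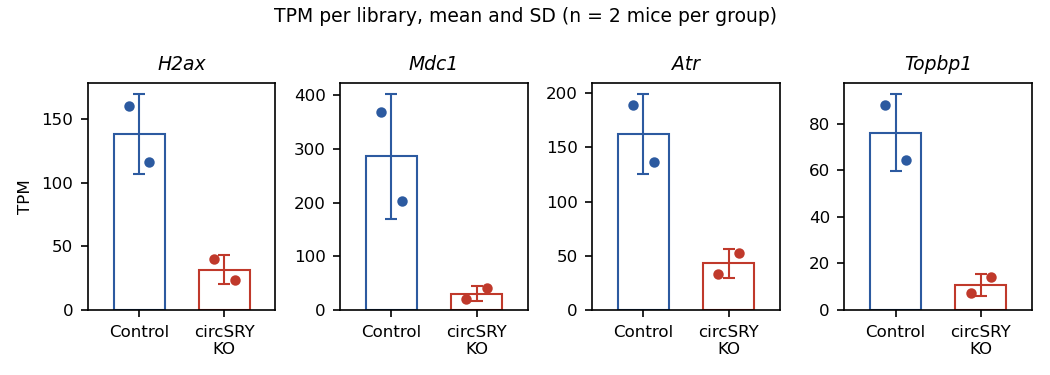
TPM of H2ax, Mdc1, Atr and Topbp1 in control and circSRY KO spermatocytes. Points are libraries (n = 2 mice per group), bars are means and error bars are SD. Each circSRY KO library lies below both control libraries for all 4 genes. Chance alone separates the groups in 1 direction or the other for 33.3% of genes, and in these libraries 68.3% of all genes tested were separated.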

The underlying mechanism of such changes demands further exploration.

Mouse *Sry* gene is capable of producing linear RNAs at the embryonic stage and circular transcripts in the adult testis. It was proposed that circSRY is generated from a linear RNA precursor containing long palindromic repeats, which is transcribed from a distal promoter (Dolci et al, 1997). In our study, the deletion of splicing acceptor did not interfere with the sex determination. However, a hidden exon was found in the long palindromic repeats region that maintained the stability of SRY protein during sex determination (Miyawaki et al, 2020). Moreover, the second exon of *Sry* uses the same splicing site as circSRY to generate coding mRNA, whereas circSRY uses it as the splicing donor to back-splice. Further investigation would be needed to reveal how the choice of these splicing events was regulated. In addition to *Mus musculus*, transcripts of Sry were also detected in the testes of *M. musculus* domesticus and *Mus spretus*. Considering that the splicing donor site was also conserved in *Rattus norvegicus* (Miyawaki et al, 2020), we speculate that alternative splicing occurs in rats as well.

Human *SRY* is also expressed in adult testes. Different from the circular transcript in adult mouse testis, the human *SRY* transcript is a linear and polyadenylated transcript (Sinclair et al, 1990), and the presence of circular SRY has not been reported. The function of human *SRY* transcript in adult testes is very curious, and the elucidation of which may help us better understand male development and spermatogenesis in humans. Although human *SRY* transcript in testes might regulate germ cell development using a different mechanism, the sex-determining gene also plays a role in adult testes could be a common theme in multiple mammalian species.

In addition to the testis, circSRY was also detected in the mouse brain during embryonic development, and its expression was diminished after birth (Sinclair et al, 1990). Interestingly, miR-138-5p is also expressed during the embryonic stage of mouse brain development (Obernosterer et al, 2006). It would be really interesting to explore the potential interactions between circSRY and miR-138-5p and to understand their functions in brain development. Considering that *Sry* only exists in males, if circSRY or SRY protein (Mayer et al, 2000) plays a role in the mouse brain, it could potentially contribute to the sex dimorphisms of neural systems between males and females. The mouse models we generated in this study will be very helpful for these future studies.

Taken together, our study complements *Sry*’s role in germ cell development, revealing its significance in male germ cell development. CircSRY helps safeguard the inactivation of sex chromosomes during the pachytene stage, the key process to complete meiosis and produce sperm. Upon fertilization, the sperm carrying the Y chromosome contributes Y to the embryo which will develop into a male and grow testicles. The cycle of *Sry* expression and dual forms and functions suggests a mechanism to ensure the preservation of vulnerable Y chromosomes in evolution.

## Materials and Methods

### Animals

The mice used in this research were of C57BL/6 background. All animals were maintained at 24°C and 50–60% humidity under a 12:12 h light/dark cycle and with ad libitum access to food and water. *Sry*^*flox*^ mice were generated in Jackson Laboratory. Heterozygous *Stra8-Cre* and *Amh-Cre* mice with the background of 129/SvEv were provided by Prof. Gao of the Institute of Zoology, University of Chinese Academy of Sciences. All mice studies were carried out in accordance with the principles approved by the Institutional Animal Care and Use Committee at the Institute of Zoology, Chinese Academy of Sciences.

### Establishment of mutant mice by CRISPR-Cas9–based genome editing

CircSRY knockout mice were established by microinjection of Cas9 mRNA and sgRNAs into zygotes (Qin et al, 2016). All RNAs prepared for microinjection were generated through in vitro transcription. Briefly, Cas9 mRNAs and sgRNAs were mixed properly in a 1:2 ratio and injected into zygotes. The injected embryos were transferred to pseudopregnant females. To genotype mutant mouse lines, the genomic sequences were amplified by PCR, followed by Sanger sequencing. All oligonucleotides used were listed in Table S2.

Table S2 Primers used in this study.

### Establishment of *Sry* ^*flox*^ mice by CRISPR-Cas9 system

We used single-stranded oligodeoxynucleotides (ssODN) to establish knock-in mouse mutants (Qin et al, 2016). Establishment of *Sry*^*flox*^ KI mice went through two rounds of microinjections. The first microinjection contained Cas9 mRNA, and ssODN (V5-loxP) targeted the 3′ end of *Sry* exon1 (V5-TGA-loxP). The injected embryos were transferred to pseudopregnant females. The correct male mouse line was determined by Sanger sequencing of genomic sequence. Sperm from *Sry*-V5-loxP male mouse line was collected for single sperm microinjection of WT oocytes. The second microinjection contained Cas9 mRNA, and ssODN (5′-loxP) targeted the 5′ upstream site of the *Sry* exon1 start codon within the *Sry*-V5-loxP zygotes. The correct mouse line (loxP-*Sry*-V5-loxP) was again confirmed by Sanger sequencing of genomic sequence. All oligonucleotides and primer sequences used in this study are listed in Table S2.

### Conditional knockout of *Sry* in germ cells or in Sertoli cells

Conditional mutant mice were obtained by crossing the *Sry* ^*flox*^ male mice with *Stra8-Cre* heterozygous mice or *Amh-Cre* heterozygous adult female mice to generate newborns. The tail of the newborn was used for genotyping.

### Genotyping of mice and sexing

All mice were genotyped with the tail DNA. Chromosomal sex was detected by amplifying the Y-linked gene *Uty*. Phenotypic sex was determined by examination of the external genitalia and the presence or absence of mammary glands. Primers used in this study are listed in Table S2.

### RNA preparation and real-time PCR

Nuclear and cytoplasmic RNAs were extracted using Norgen’s Cytoplasmic & Nuclear RNA Purification Kit (Cat: 21000; Norgen Biotek Corp.). RNAs were extracted using Trizol reagent (T9424; Life Technologies). cDNAs were synthesized using the Hifair III first strand cDNA synthesis reagent (11141ES60; Yeasen Company) with 500 ng of total RNA. cDNAs were amplified with Hieff qPCR SYBR Green Master Mix (11202ES08; Yeasen Company) and quantified with Roche LightCycler 480 system. For RNase R treatment, the experiment was performed by incubation of 3 *µ*g of RNA with 6 U *µ*g^-1^ of RNase R (RNA07250; Epicenter) for 25 min at 37°C. The expression level of each gene was presented relative to *Gapdh* or U6 expression. The primer sequences used are shown in Table S2.

### RNA pull-down

Biotinylated circSRY probes and 5′bio-miRNA mimics were synthesized by RiboBio. Testes were ground and incubated in lysis buffer (50 mM Tris–HCl, pH 7.4, 150 mM NaCl, 2 mM MgCl_2_, 1% NP40, 20 U/ml RNase inhibitor [R0102-2KU; Beyotime Biotechnology]) on ice for 1 h. The lysates were then incubated with the biotinylated probes at RT for 4 h, followed by adding streptavidin C1 magnetic beads (65001; Invitrogen) as part of binding reaction and continued to incubate at 4°C overnight. On the second day, the beads were washed briefly with wash buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris–HCl, and 500 mM NaCl) five times. The bound RNA in the pull-down was further extracted for purification and qRT–PCR. The sequences of circSRY probe are shown in Table S3.

Table S3 Donors and sgRNAs used for generating Sry mouse models and the probe for RNA pull-down.

### RNA-binding protein immunoprecipitation

RIP experiments were performed with primary spermatocytes which separated from adult mice testes and homogenized into a single-cell suspension in ice-cold PBS. After centrifugation, the pellet was resuspended in RIP lysis buffer. Magnetic beads were incubated with a 5 *µ*g antibody against AGO2 (10686-1-AP; Proteintech Inc.) or IgG (10283-1-AP; Proteintech Inc.) at RT. The tissue lysates were then incubated with the bead–antibody complexes overnight at 4°C. RNAs were extracted by Trizol reagent and reverse-transcribed after proteinase K treatment.

### RNA-seq and data analysis

RNA sequencing reads were aligned to mouse reference sequence GRCm39 using STAR (2.7.0f). Read counts and FPKM (transcripts per kilobase million) were counted using RSEM (1.3.2). Differential expression genes (FDR < 0.05, log_2_ [fold change] [log_2_ FC] ≥ 1 or ≤ −1) were calculated by edgeR. The differential expression genes were carried out by GO pathway analysis and Kyoto Encyclopedia of Genes and Genomes analysis by clusterProfiler (4.2.2) and org.Hs.eg.db (3.10.0) packages. The volcano plot was calculated by ggplot2 (3.3.5). Spearman’s rank correlation analysis and heat map were calculated by heatmap (1.0.12). Colors represent the Z-score derived from the log_2_-transformed FPKM data.

### Construction of 293T-circSRY cell line

The empty vector was purchased from Geneseed Bio (GS0108), termed pLC5. This plasmid was linearized with XhoI-BamHI. The complete circSRY sequence was amplified with XhoI-BamHI cloning site and inserted into pLC5. The final plasmid was named after pLC5-circSRY. pLC5-circSRY was packaged with lentivirus and transduced into 293T cell line. The expression of circSRY was testified, and the splicing acceptor site was confirmed after 3 d of puromycin selection.

### Dual-luciferase reporter assay

The full-length sequence of circSRY or the 3′UTR of H2AX was inserted into the 3′ UTR of pMIR-Report Luciferase vector (gifted by Yu Wang lab, State Key Laboratory of Stem Cell and Reproductive Biology, Institute of Zoology, Chinese Academy of Sciences). Co-transfection of pMIR-Report Luciferase vector, miRNA mimic (purchased from RiboBio), and pLC5-circSRY was conducted using Lipofectamine 2000 (11668027; Invitrogen). After 48 h, the luciferase activities were measured using a dual-luciferase reporter assay kit (E1910; Promega). Firefly luciferase activity was normalized to the Renilla luciferase signal.

### Western blotting

Proteins obtained from spermatocytes were separated by gel electrophoresis (SDS–PAGE) and transferred to a PVDF membrane. The PVDF membrane was incubated with primary antibodies against γH2AX (1:200, 05-636; Millipore), β-Tubulin (1:1,000, 30301ES40; Yeasen Company) at 4°C overnight, and HRP-labeled secondary antibody for 1 h at 37°C subsequently. Images were captured using ECL Western Blotting Substrate (32106; Thermo Fisher Scientific).

### TUNEL assay

The TUNEL assay was performed by TUNEL BrightRed Apoptosis Detection Kit (A113-01; Vazyme). Briefly, sections were permeabilized by protein K and labeled with rTdT reaction mix for 1 h at 37°C. The reaction was stopped by 1× PBS. After washing with PBS, the sections were incubated in 2 *µ*g/ml of DAPI (D1306; Molecular Probes) for 10 min. Sections were mounted on slices with Fluorescence Mounting Medium (F4680; Sigma-Aldrich). Images were obtained using a laser scanning confocal microscope LSM780 (Carl Zeiss).

### Flow cytometry

The cell suspension obtained from testes was digested by collagenase IV and trypsin for 5 min into a large cell suspension. To analyze DNA ploidy, the cells were incubated with Hoechst for 15 min and filtered before being subjected to flow cytometry. The results were analyzed using a FACSCalibur system (BD Biosciences). The sorting gate strategy of flow cytometry was optimized according to the reference (Gaysinskaya et al, 2014).

### Sperm count and fertility

The epididymis tail of the mouse was taken out, cut into pieces with ophthalmic scissors, placed in a 37°C water bath for 15 min, and counted via microscope. 2–3-mo-old circSRY and control C57BL/6J male mice were housed with control C57BL/6J males (2–3-mo-old), which were proved to have normal fecundity. Copulatory plugs were monitored daily, and plugged females with visibly growing abdomen were moved to separate cages for monitoring pregnancy. The mating process lasted for 4 mo. The number of pups (both alive and dead) was counted on the first day of life.

### Tissue collection and histological analysis

Testes from control and circSRY KO mouse were dissected immediately after euthanasia, then immediately fixed with 4% PFA for 24 h; after storing in 70% ethanol and embedding in paraffin, 5 *µ*m-thick sections were prepared using a rotary microtome (Leica) and mounted on glass slides. After deparaffinization, sections were stained with hematoxylin–eosin for histological analysis.

### Immunohistochemical analysis

IHC analysis of tissue from at least three males was performed using a Vectastain ABC (avidin–biotin–peroxidase) kit (Vector Laboratories). Antibodies against DDX4 (1:500) were purchased from Abcam (ab13480). SOX9 antibodies (1:100) were purchased from Chemicon (AB5535). PLZF antibodies (1:200) were purchase from Invitrogen (MA5-15667). After staining, the sections were examined with a Nikon microscope, and images were captured with Nikon DS-Ri1 CCD camera.

### Periodic acid–Schiff/hematoxylin stain

Testes sections from control and circSRY KO mouse were placed in periodic acid solution (1%) for 10 min, then immediately washed at least three times with distilled water. Next, sections were covered with Schiff’s reagent for 20 min, followed by washing three times with distilled water. Then sections were covered with hematoxylin for 1 min and differentiated and blued. Finally, sections were mounted in DPX and prepared for observation.

### Immunofluorescence analysis

After deparaffinization and antigen retrieval, 5% bovine serum was used to block sections at RT for 1 h, and specific primary antibody SYCP1 (1:200, ab15087; Abcam), γH2AX (1:400, 05-636; Millipore), PLZF (1:100, AF2944; R&D), SOX9 (1:500, AB5535; Millipore), STRA8 (1:200, ab49405; Abcam), SYCP3 (1:200, ab15093; Abcam), PIWILI1 (1:200, A2150; Abclonal), F-ACTIN (1:200, Ab130935), DDX4 (1:200, Ab13840) was used to incubate with sections at RT or overnight at 4°C. After washing the sections three times, the slides were incubated with the corresponding secondary antibody, fluorescent dye–conjugated FITC (1:150, 115-095-003; Jackson) or TRITC (1:150, 115-025-003; Jackson) for 1 h at RT (avoiding the light). DAPI was used to stain the nucleus. All images were captured with confocal microscopy (Leica TCS SP8).

### Preparation of synaptonemal complex

Seminiferous tubules were collected from dissecting testes and washed with 1× PBS. Hypo extraction buffer was used to incubate within seminiferous tubules for 30 min, followed by disrupting within 0.1 M sucrose liquid to form a single-cell suspension. The cell suspension was mounted on slides treated with 1% PFA. Slides were air-dried in a humidified box for at least 6 h. After washing with 0.04% Photo-Flo (Equl, 1464510), the slides were stained for SYCP3, SYCP1 (1:200; Abcam), γH2AX (1:200; Millipore). Incubation with the specific antibody was conducted at RT for 30 min after antibody dilution buffer treatment. After washing three times in 1× Tris buffer, saline (TBS), blocking was conducted with 1× antibody dilution buffer at 4°C overnight. After washing three times with cold 1× TBS buffer, the corresponding secondary antibody and the fluorescent dye–conjugated TRITC were incubated with sections for 3 h at 37°C. All images were captured with a confocal laser scanning microscope (Leica TCS SP8).

### Testicular efferent duct injection

The mice were anesthetized, and the testes were pulled out from the abdominal cavity. 10 *µ*l of solution (5 nmol miR-138-5p antagomir, miR3CM001; Ruibo Company) was injected into the rete testis using with a glass capillary under a stereomicroscope. Mice were given 2 wk to recover.

### Data and statistical analysis

All images were processed with Photoshop CS6 (Adobe). All statistics were analyzed using Prism software (GraphPad Software). All experiments were performed in triplicate (except for RNA-seq, transfection of the pLC5-cirSRY assay, and percentage of cell purity analysis), and results were confirmed in at least three independent experiments. Three to five control or mutant testes were used for immunostaining. The quantitative results were presented as the mean ± SEM. The significant difference was evaluated with the *t* test. *P*-value < 0.05 was considered significant.

### Cell lines and primary cell types

Human embryonic kidney 293T cells were purchased from the Peking Union Medical College Cell Culture Center and cultured in DMEM (Gibco, Life Technologies) supplemented with 10% FBS, penicillin (100 U/ml^-^), and streptomycin (100 mg/ml^-^) at 37°C with 5% CO_2_. Sertoli cells were isolated from P20 mouse testes, which were digested for 10 min at 37°C with collagenase type IV (2 mg/ml; C5138; Sigma-Aldrich) and further digested with trypsin (10 mg/ml) and DNase I (40 mg/ml) in the DMEM for 15 min at 37°C. The digest was passed through a 75-micropore nylon mesh and washed with DMEM and cultured in six-well plates. The cells were kept in DMEM supplemented with 10% FBS, penicillin (100 U/ml^-^), and streptomycin (100 mg/ml^-^) at 37°C with 5% CO_2_.

## Data Availability

To review GEO accession GSE197971, go to https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE197971.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

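RNA-seq of Hoechst-sorted primary spermatocytes was analysed for 4 libraries, 2 of control mice (replicates 2 and 3) and 2 of circSRY KO mice (replicates 1 and 2), all 8-wk-old. Samples were grouped by their labels and by the legend of Fig S4, which gives 2 mice per group. The labels name the TruSeq RNA Sample Prep Kit with 2 µg of total RNA and, in another field, 1 µg.

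The authors aligned the reads to GRCm39 with STAR 2.7.0f and counted them per gene with RSEM 1.3.2, and the submitters' processing notes list mm9 as a second build. The annotation release is not given in the sources used here. The deposited expected counts are the authors' estimates per gene and library before any normalization, and need not be whole. The deposited TPM are the authors' expression values scaled to a fixed sum within each library, also from RSEM, and the deposited FPKM are the authors' fragment values scaled by transcript length and library size from the same run. The authors' deposited table of the comparison gives, for each gene, a log2 fold change of circSRY KO against control, a mean log2 expression, a likelihood ratio statistic (a score) and a p-value with its FDR, from edgeR 3.28.1. It was used for comparison of calls and fold changes. Another sheet of TPM with 4 columns of per-sample values was not used.

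The expected counts were rounded to whole numbers and tested in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr (17766 of 53700 genes), libraries were normalized by TMM, and the quasi-likelihood test was run for circSRY KO against control with Benjamini-Hochberg adjustment. The common dispersion was 0.0685. A gene was called at an FDR under 0.05 with a log2 fold change of at least 1 in size, the thresholds of the paper. Standard errors were taken from the log2 fold change and its F statistic. Of the called genes, 6002 of 6222 had both circSRY KO libraries on 1 side of both control libraries by TPM, and of all genes tested 68.3% did, where chance gives 33.3%. Gene types, positions, transcript lengths and 3' UTRs are from GENCODE M39 on GRCm39, and 1090 genes of the table had no match there.

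The 28 gene lists were fixed in advance: 17 of pathways, sex chromosome genes, RNA quality and gene families, and 11 of cell type markers. They cover DNA repair, meiotic recombination and synapsis, regulators of meiotic sex chromosome inactivation, splicing, chromosome segregation, single-copy X-linked genes, Y-linked genes of the short arm, X- and Y-linked genes of spermatids, autosomal retrogenes of X-linked parents, the piRNA pathway, miRNA machinery, apoptosis and p53 targets, replication-dependent histones, cytoplasmic ribosomal proteins, oxidative phosphorylation, mitochondrially encoded genes, and immediate early and heat shock genes. The cell type lists cover spermatogonia, leptotene and zygotene spermatocytes, pachytene and diplotene spermatocytes, round spermatids, elongating spermatids, Sertoli, Leydig, stromal, immune, endothelial and erythroid cells. Calls were counted after adjustment over all genes and over each list alone. These lists and the X-linked and Y-linked genes made 30 sets, which were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the sets. With the preset correlation 19 of the 30 sets passed, with an estimated correlation 0 passed (smallest adjusted p = 0.333), and by fry, which asks whether the genes of a set move one way on balance, 15 passed. The preset takes genes as nearly independent, so its p-values do not measure the spread between mice. With an estimated correlation the test has little power at this number of libraries, so a set that does not pass there is not shown to be unchanged.

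Expression of each chromosome was compared as the mean TPM over all its genes in each circSRY KO library divided by the mean of the control libraries. Spearman correlations were taken across genes with a summed TPM over 1. The genes named were fixed by rule in advance: every gene the paper names for these or related measurements, the 8 highest and 8 lowest log2 fold changes among called genes with a mean TPM of at least 10 whose groups do not overlap and which are not predicted genes or Rik clones, up to 4 called members of each list by adjusted p (or 2 members by mean TPM where none is called), and the 4 X-linked and 3 Y-linked called genes of the highest mean TPM in each direction. The log2 fold changes that the paper prints for H2ax, Mdc1, Atr, Topbp1, Rbbp7, Cul4b and Eif2s3y had been seen by then. Genes named outside this rule are marked where they stand, apart from genes given as overlapping another.

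For miR-138-5p, genes with the seed match CACCAGC in the annotated 3' UTR were compared with genes without it in a regression of the log2 fold change on the site, UTR length, UTR GC content and mean expression. The coefficient was ranked among 104 control heptamers, which are all those of the same base composition that could be used, in place of the 200 planned. The same regression was run for the shorter ACCAGC, with 59 control sequences.

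The steps were tested on simulated data. In counts drawn from the means and sizes of these libraries for circSRY KO against control, over 17200 genes, edgeR's quasi-likelihood test recovered 7 of 99 genes (7.07%) at a log2 fold change of 1 and 70 of 99 (70.7%) at a log2 fold change of 2, with 3 unchanged genes called. The simulation changed 200 genes, against 6222 called in the data, so its adjustment was stricter and these shares do not give the power there. A simulated set shifted by a log2 fold of 1 had a camera p-value of 5.42e-25 (0.0219 with an estimated correlation) and an unshifted set 0.676, over 17190 genes. For the miR-138-5p site the log2 fold changes were first shuffled over genes. A simulated effect of -0.3 then came back as -0.273, with 1 of 104 control heptamers at or below it, and an effect of 0 as 0.0272, with 64 at or below, over 14414 genes.

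The alternatives were other scalings (RLE, upper quartile, library size, autosomal TMM), other tests (DESeq2 1.42.0, edgeR's exact and likelihood ratio tests, limma-voom, and limma on log2(TPM + 1) and log2(TPM + 0.1)), other filters, counts not rounded, protein-coding genes only, other thresholds, an offset for transcript length, and each library left out in turn. Fits with 1 library in a group assume that it varies like those of the other group. The gene ontology enrichment of the paper was not repeated, since its gene annotation was not used here.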

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

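Most of the tests weighed here were chosen only after the result was seen: the lower share of spermatocytes for both patterns, and the length bias, the mix of germ cell stages, the elongating spermatid markers beside chromosome 16 and the X chromosome ratio without spermatid genes. The tests of spermatid RNA and of somatic RNA behind the X-linked genes were planned.

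Of 674 X-linked genes 275 were higher in circSRY KO, with a median log2 fold change of 1.03, and single-copy X-linked genes of somatic and early germ cell expression had a median of 0.62 (0.54 and 0.30 with limma on log2(TPM + 1)). A uniformly lower share of spermatocytes is argued against by the Leydig cell markers, whose median was -1.42 while those of leukocytes, Sertoli and stromal cells were above 0. RNA of spermatids stays open, since the 28 round and elongating spermatid markers had a median of 1.91 (Prm1 went from 1978 to 13725 TPM). In principle a sort by DNA content leaves haploid cells out. The elongating spermatid markers still summed to 8177 TPM in control and 47386 TPM in circSRY KO, so the sort does not decide against this explanation. Without the listed spermatid genes the X chromosome ratio was 2.13, against 2.28 with them, which leaves spermatid genes outside the lists untested. RNA of somatic cells stays open too. Of the 4 lists of spermatogonia, Sertoli, stromal and leukocyte markers, 3 had a median at or above that of X-linked genes, all but spermatogonia with 0.45. Such fold changes do not show how much RNA these cells add, since the markers can start low (leukocyte markers summed to 27.1 TPM in control and 452 TPM in circSRY KO). In principle the sort also leaves out most cells of these types. RNA of spermatids and of somatic cells may both raise X-linked expression without a change in spermatocytes. A failure of meiotic sex chromosome inactivation in circSRY KO stays open beside them, untested by these libraries. For it the paper also gives qRT-PCR of Rbbp7, Cul4b and Eif2s3y and staining of γH2AX and of X and Y synapsis.

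Of 45 meiosis genes 26 were lower, of 34 DNA repair genes 15, and of 14 regulators of meiotic sex chromosome inactivation 11. A lower share of spermatocytes alone would lower all of them by about the same fold only if the other cells held none of their RNA. Of the 45 meiosis genes, 14 lay more than 3 standard errors from the median of the list. This does not decide the question, since other cells and stages may express the members to differing degrees. Of 19 markers of pachytene and diplotene spermatocytes, 4 were higher and 6 lower, with a median log2 fold change of 0.05. With an offset for transcript length 29 meiosis genes were lower, against 26 without. This says little on length bias, since their median length was 2670 nt and genes of 2000 to 4000 nt had a median log2 fold change of -0.016 without the offset. The DNA repair genes were longer, with a median of 4930.5 nt, and 14 were lower with the offset, against 15 without. For these genes this argues against length bias as the whole cause. A mix of germ cell stages that differs between the groups cannot be told apart from a lower expression per cell for these genes, since the leptotene and zygotene markers with their median of -1.59 are all members of the meiosis list. In counts of testis cells the paper reports leptotene and zygotene numbers that appeared normal, more pachytene and fewer diplotene cells. The stages within the sorted cells of these libraries were not counted. The genotype's own effect on these genes stays among the open explanations, untested.

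The expression ratio of chromosome 16 was 1.91, above all other autosomes. Without its 3 elongating spermatid genes Prm1, Prm2 and Tnp2 the ratio was 1.04, within the range of the other autosomes from 0.907 to 1.17. These are also the 3 genes of the largest gain on the chromosome, so their removal shows where the gain lies and not its source. RNA of elongating spermatids stays open as that source, since their 8 markers on other chromosomes had a median log2 fold change of 2.66 and all 8 were higher. A higher transcription of these genes in circSRY KO spermatocytes stays open too, untested.

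The other results stood out because the paper gives no RNA-seq values for these lists and over 60% of the members of each list were called in 1 direction. The 12 X- and Y-linked genes of spermatids had a median log2 fold change of 2.41. For the 12 leptotene and zygotene markers it was -1.59. Round spermatid markers had a median of 1.59 and elongating spermatid markers of 2.68. Sertoli cell markers had a median of 2.39, stromal cell markers of 2.14 and leukocyte markers of 4.53 (1.28, 1.56 and 3.12 with limma on log2(TPM + 1)). Leydig cell markers had a median of -1.42. For immediate early and heat shock genes the median was 1.64.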

How the results depend on the processing

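The alternatives were set in advance, except those marked as added, which were chosen after seeing the data. No paired analysis was possible because the groups share only the replicate number 2. H2ax, Mdc1, Atr and Topbp1 stayed called in the same direction under every alternative run. With all libraries, 2044 values of single named genes kept their direction and their side of the threshold, and 101 lost the call. With 1 library left out, 414 did and 61 lost the call. Fewer genes were called without either control library, and more without either circSRY KO library. How far depth limits the calls was not tested across count levels. The cause was not tested for the values below. With limma on log2(TPM + 1), 1939 genes were higher, and Rbbp7 was 1.02 and Eif2s3y 0.64, both no longer called. The endothelial marker Vwf, at -0.17 in the main fit, was higher there at 1.34. With log2(TPM + 0.1), 1759 were higher, Rbbp7 was 1.04, Eif2s3y 0.65 and Vwf 1.44. Without a TPM filter, 865 were higher and 1002 lower, with 6 DNA repair and 16 meiosis genes lower, Cul4b at 1.24, Rbbp7 at 1.02 and Eif2s3y at 0.64, none of these 3 called. Without a count filter Eif2s3y was 0.99, under the fold threshold. At an adjusted p under 0.01, 2093 genes were higher and 1650 lower, and Eif2s3y at 1.04 was not called. With an estimated correlation the sets of DNA repair, meiosis, X-linked and Y-linked genes had adjusted p = 0.333 each. With 1 library left out, 1232 to 4127 genes were higher and 952 to 3368 lower, 4 to 17 DNA repair genes were lower, Cul4b lay between 1.30 and 1.69, Rbbp7 between 0.99 and 1.33 and Eif2s3y between 0.94 and 1.07. The ribosomal protein genes as a set had an adjusted p from 1.56e-05 to 0.461, and were higher than the other genes without circSRY KO replicate 2 (0.00169). The autosome ratio was 1.53 as a mean of ratios, 1.08 and 1.02 from the mean and median log2 fold change, 0.988 with TMM-normalized CPM, 0.99 without the 5 highest genes, 1.00 for protein-coding genes, 0.999 to 1.02 with 1 library left out, and 0.966 without the spermatid lists (added). The X chromosome ratio was 2.53, 2.04, 2.04 and 2.07 in the first 4 of these settings, 2.13 without the spermatid lists (added), and 1.52 over the single-copy genes alone (added). The Y chromosome ratio was 3.66, 4.67 and 4.07 in the first 3, 2.43 to 3.04 with 1 library left out, 2.66 without the spermatid lists (added), and 1.23 over the short-arm genes alone (added), which were below control in circSRY KO replicate 1 and above it in circSRY KO replicate 2. The correlation over all genes was 0.918 within control and 0.896 between groups, and on CPM 0.983 within control and 0.95 within circSRY KO.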

Differences from the paper's values

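The Spearman correlation of the control replicates was 0.939 here and about 0.92 in Fig S4B, read by eye, the paper's value. Over all genes of the table, an alternative set before the data were examined, it was 0.918, within the paper's value, and on CPM it was 0.983, which differs. For pairs of a control and a circSRY KO library the mean correlation was 0.858 here and about 0.90 in Fig S4B, read by eye, the paper's value. Over all genes of the table it was 0.896, within the paper's value, and on CPM it was 0.871, which differs.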

Other observations

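Of 17 piRNA pathway genes, 9 were lower and 2 were higher by edgeR's quasi-likelihood test (9 and 2 when adjusted over the list alone), with a median log2 fold change of -1.02, or -1.65 with limma on log2(TPM + 1) (camera adjusted p = 0.000235, and adjusted p = 0.333 with an estimated correlation). Tdrd1 and Piwil2 had log2 fold changes of -3.62 and -2.71. The genes that were higher, named after their values were seen, were Piwil4 with 1.96 and Gtsf1 with 1.02. None was higher without control replicate 2 or control replicate 3, and 1 was higher without circSRY KO replicate 1, without circSRY KO replicate 2 or with the length offset. Of 11 genes of miRNA processing and silencing, 6 were lower (6 when adjusted over the list alone), with a median of -1.35 (camera adjusted p = 0.00129, and adjusted p = 0.611 with an estimated correlation). Ago2, Ago4 and Tnrc6c had log2 fold changes of -2.53, -2.50 and -1.62, and without control replicate 2, 3 of the genes were lower. Of 19 genes tested as markers of pachytene and diplotene spermatocytes, of which Spag6 and Spag6l were matched by a single entry of the list and were named after their values were seen, 4 were higher and 6 were lower (4 and 6 when adjusted over the list alone). Tesmin and Pou5f2 had log2 fold changes of -2.74 and -3.18, and Pgk2 of 1.66. The median of these markers was 0.05 and changed sign with the scaling, from -0.18 to 0.26. In the fit without control replicate 2, 0 of them were higher and Pgk2 was not called (1.35, adjusted p = 0.0946 from edgeR), and without control replicate 3, 2 were higher.

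Autosomal retrogenes of X-linked parents went both ways, with 2 of 8 higher and 1 lower (2 and 1 when adjusted over the list alone) and a median of 0.15, which was -0.19 with the length offset. Ubl4b had a log2 fold change of 2.39. Among them 1 was higher and none lower without control replicate 2, and 2 were lower without circSRY KO replicate 1. Of 11 replication-dependent histone genes, 5 were higher and 1 was lower (5 and 1 when adjusted over the list alone), with a median of 1.04 that was -0.04 with limma on log2(TPM + 1). H3c1 had a log2 fold change of 2.15 and H2bc21 of -1.46, and without control replicate 2 and control replicate 3, 1 and 2 histone genes were higher, while with the length offset 3 were higher and 2 lower. Of 19 genes of apoptosis and p53 targets, 2 were higher (2 when adjusted over the list alone), with a median of -0.21 that was 0.00 with upper-quartile scaling. These were Bcl2l11 and Bcl2, with log2 fold changes of 1.86 and 3.12. Bcl2 had expected counts of 4 and 0 in control and of 14 and 24 in circSRY KO, so without control replicate 2 only a lower bound of its fold change can be given. Neither gene was called without control replicate 3 (1.49 and 2.11, adjusted p = 0.0888 and 0.176 from edgeR). Other fits also called lower genes, with 2 lower with the length offset, without circSRY KO replicate 1 and without circSRY KO replicate 2, 1 lower by edgeR's exact and likelihood ratio tests, and 4 lower at an unadjusted p under 0.05. Of 85 cytoplasmic ribosomal protein genes, 2 were higher and 1 was lower (1 and 0 when adjusted over the list alone), with a median of 0.02 that was -0.52 with the length offset, where 1 was higher and 11 lower. The lower gene was not called without control replicate 2, 9 were lower without circSRY KO replicate 1, 7 were higher without circSRY KO replicate 2, and 1 was higher without each of the other libraries. Of 75 genes of oxidative phosphorylation, 3 were higher and 6 lower (3 and 5 when adjusted over the list alone), with a median of -0.13 that was 0.08 with upper-quartile scaling and -0.65 with the length offset, where 22 were lower. Without control replicate 2, 0 were higher and 0 lower, without control replicate 3, 0 and 2, without circSRY KO replicate 1, 0 and 22, and without circSRY KO replicate 2, 4 and 1. Of 15 mitochondrially encoded genes, 2 were lower (0 when adjusted over the list alone), mt-Nd5 and mt-Nd4 with log2 fold changes of -1.27 and -1.05. The median of the list was -0.72, and with the length offset it was -1.29 and 9 genes were lower. Neither was called without circSRY KO replicate 1 or without control replicate 2, where 0 genes of the list were lower, and 5 were lower without control replicate 3 and 6 without circSRY KO replicate 2. Of 8 endothelial markers, 0 were called in either direction by edgeR, DESeq2 or limma-voom, and 0 had an unadjusted p under 0.05 by edgeR's quasi-likelihood test. With limma on log2(TPM + 1) the endothelial marker Vwf was called higher, against a log2 fold change of -0.17 in the main fit. Their median was 0.03 and changed sign with the scaling, from -0.22 to 0.24. Of 4 erythroid markers, 1 was higher (1 when adjusted over the list alone), with a median of 0.98, or 0.28 with the length offset. This was Alas2, with a log2 fold change of 3.13, and it was not called without control replicate 2, control replicate 3 or circSRY KO replicate 2 (adjusted p = 0.0506, 0.12 and 0.0683 from edgeR), while 2 markers were higher without circSRY KO replicate 1.

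The 2 hypotheses that follow had predictions written before their results were seen, as had those of spermatid and somatic RNA given above. If loss of circSRY released miR-138-5p, genes with its seed site CACCAGC in the 3' UTR would be lower than other genes. The coefficient of the site on the log2 fold change was 0.0462 (standard error 0.0298) over 14414 genes, of which 2157 had the site, with UTR length, UTR GC content and expression in the model, and 50% of 104 control heptamers had a coefficient at or below it. Without these covariates the medians went the predicted way, with -0.12 for genes with the site and 0.01 for genes without, but this difference was not compared with control heptamers. The ranked coefficient argues against a lowering of seed-matched genes as a group as large as the simulated -0.3. It cannot decide on a small lowering, since the control heptamers had a median coefficient of 0.0463 and their lowest 5% lay at or below -0.0375. The coefficient lay between 0.0281 and 0.0609 with 1 library left out. For the shorter site ACCAGC, which 4664 of the 14414 genes had, the coefficient in the same model was 0.0495 (standard error 0.0244). Of 59 control sequences, 42.4% had a coefficient at or below it. Without the covariates the medians were -0.11 for genes with ACCAGC and 0.04 for genes without. Neither ranking bears on single targets. H2ax was not among the 2157 genes counted with CACCAGC. It has 0 matches to that site and 1 match to the shorter ACCAGC in its 3' UTR of 884 nt (chromosome 9 of GRCm39, 44246491 to 44247374). The match lies in ACCAGCACA from 44247225 to 44247233 on the + strand, within the sequence ACACCTAGATACCAGCACAAGCCGGTGAA.

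Short genes were higher in circSRY KO more often than long ones, with a Spearman correlation of -0.224 between transcript length and log2 fold change across genes, which are not independent replicates. Genes of up to 1000 nt had a median log2 fold change of 0.86, and genes over 8000 nt of -0.25. The value for long genes rests on circSRY KO replicate 1, with a median of -0.66 in that library and of 0.08 in circSRY KO replicate 2, while for the short genes these were 0.95 and 0.67. With an offset for length these medians were 0.148 and -0.0424, so the offset removed most of the trend. If length bias were behind the calls, their number would fall with the offset, but 6319 genes were called with it against 6222 without, and 5411 were called in the same direction in both. This argues against length bias as the whole cause of the calls, not against its part in single fold changes. The share of calls that were higher fell to 51.4% with it.

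The authors' deposited table lists 26476 genes, of which 3835 are higher and 3057 lower at the thresholds of the paper. Of these, 3365 higher and 2664 lower genes are also called here, and 0 genes are called in opposite directions. Its log2 fold changes lie below those computed here by a median of 0.05. For Eif2s3y the authors' deposited table gives 1.33 and the value here is 1.04, the difference of rank 2 among 17766 genes.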
